# Transition of differential histone H3 methylation in photoreceptors and other retinal cells during retinal differentiation

**DOI:** 10.1038/srep29264

**Published:** 2016-07-05

**Authors:** Kazuko Ueno, Toshiro Iwagawa, Hiroshi Kuribayashi, Yukihiro Baba, Hiromitsu Nakauchi, Akira Murakami, Masao Nagasaki, Yutaka Suzuki, Sumiko Watanabe

## Abstract

To analyze cell lineage-specific transitions in global transcriptional and epigenetic changes during retinogenesis, we purified retinal cells from normal mice during postnatal development into two fractions, namely, photoreceptors and other retinal cells, based on Cd73 expression, and performed RNA sequencing and ChIP sequencing of H3K27me3 and H3K4me3. Genes expressed in the photoreceptor lineage were marked with H3K4me3 in the Cd73-positive cell fraction; however, the level of H3K27me3 was very low in both Cd73-positive and -negative populations. H3K27me3 may be involved in spatio-temporal onset of a subset of bipolar-related genes. Subsets of genes expressed in amacrine and retinal ganglion cells, which are early-born retinal cell types, were suggested to be maintained in a silent state by H3K27me3 during late-stage retinogenesis. In the outer nuclear layer, upregulation of Rho and rod-related genes were observed in Ezh2-ablated retina, suggesting a role for H3K27me3 in the maintenance of proper expression levels. Taken together, our data on the transition of lineage-specific molecular signatures during development suggest that histone methylation is involved in retinal differentiation and maintenance through cell lineage-specific mechanisms.

The vertebrate neural retina is organized into a laminar structure comprised of six types of neurons and glial cells, Müller glia, and astrocytes. Rod photoreceptors form the outer nuclear layer (ONL) together with the cone. In the inner nuclear layer (INL), interneurons such as horizontal, amacrine, and bipolar cells are found in addition to the Müller glia cell body. In the mouse, these major retinal cell classes are generated from a common population of multipotent retinal progenitor cells between embryonic day (E) 11 and postnatal day (P) 10 in a conserved temporal order^1^. Retinal ganglion cells (RGCs), amacrine cells, cone photoreceptors, and horizontal cells differentiate at relatively early stages, primarily before birth, while bipolar cells and rod photoreceptors are mainly generated at later stages after birth^2^,^3^.

As in other tissues, epigenetic mechanisms play pivotal roles in retinal health and diseases. DNA methylation had been well-documented in retinal development and is involved in diseases such as diabetic retinopathy and retinoblastoma^4^,^5^. Methylation of basic amino acids in histone proteins is a crucial epigenetic mechanism for gene expression regulation^6^. Failed histone methylation is a cause of various diseases, including cancer. Retinal development is also regulated by various histone modifications. The dynamics of various histone markers in chromatin organization of mouse rod photoreceptors during development has been reported^7^. Ehmt2/Kmt1c/G9a, a histone H3K9/K27 demethylase, is essential for the differentiation and survival of retinal cells^8^. Nrl ChIP sequence revealed that Nrl bound to Kdm5b gene, a histone H3K4 demethylase, and loss of function analysis supported the importance of Kdm5b in rod maintenance^9^.

The di- and tri-methylation of lysine 27 on histone H3 (H3K27me2/3) by Ezh2/Kmt6 together with polycomb repressive complex 2 (PRC2) is a gene repression mechanism^10^,^11^,^12^. We focused on the roles of H3K27me3 during retinal development. Based on loss of function analyses of Ezh2 and Jmjd3, we reported that H3K27me3 modification in Bhlhb4 and Vsx2 genes is critical for the maturation of PKC- and Recoverin-positive bipolar cell subsets^13^,^14^. INL-specific expression of Jmjd3 plays a role in the cell lineage specific function of H3K27me3. Interestingly, examination of the detailed expression pattern of Ezh2 and Jmjd3 during retinal development also showed striking differential expression patterns of Ezh2 between the ONL and INL during retinal development, suggestive of the differential roles of the H3K27 methylation system in cell lineages in the ONL and INL. H3K4 methylation is one of the most well-studied histone methylation patterns, and it acts positively on the transcription of target genes^6^. Previous studies examining the comprehensive genomic map using chromatin immunoprecipitation sequencing (ChIPseq) showed that genes expressed in mature rod photoreceptors have a unique signature of *de novo* H3K4me2 accumulation^15^.

Therefore, it is important to analyze histone modifications in a cell type-specific manner, especially in segregating rod and other cell types. In mouse, rod commitment occurs on embryonic day 12 (E12) to postnatal day 7–8 (P7–8), and differentiation peaks after birth^2^,^3^. We purified rod and photoreceptor precursors using the specific expression of Cd73^16^ from mouse retina at P2, P5, and P8. From the same retinal samples, we also purified a Cd73-negative population consisting of interneurons, Müller glia, and RGCs. RNA sequencing (RNAseq) and ChIPseq for H3K4me3 and H3K27me3 were performed. We found that cell lineage- and genes-specific modifications of histones during retinal development.

## Results

### The outer nuclear layer (ONL) and inner nuclear layers (INL) are differentially affected by the loss of histone H3K27 methylation in Ezh2 knockout mice during retinal development

We previously examined the phenotype of retina-specific Ezh2 conditional knockout mice (Ezh2-CKO) and found that the thickness of Ezh2-CKO retina was comparable to control retina during the embryonic period but decreased slightly after birth; the reduction became prominent at around P6^14^. To examine the molecular signatures of ONL and other cells separately in this mouse model, we performed flow cytometry using Cd73, which is specifically expressed in precursor and mature rod photoreceptors^16^. Cd73 expression was observed from E18 by RT-PCR, and Cd73 protein was detectable from P1 by flow cytometry^16^. We performed RNAseq using purified Cd73-positive (P)- and CD73-negative (N)-populations of Ezh2-CKO retina and processed the obtained sequence data as shown in Fig. 1a. We used P12 mouse retinas because at this stage, photoreceptors begin to degenerate in the mutant retina, and the expression of gene subsets in bipolar cells and photoreceptors, both of which differentiate during later stages of retinal development, is apparent.

Global changes in gene expression in Ezh2-CKO showed a large number of upregulated genes in the Cd73N population (Fig. 1b). However, fewer genes were upregulated in the Cd73P population (Fig. 1c), which is in accordance with the low expression level of Ezh2 in the Cd73P population^13^. Only some genes were commonly upregulated (Fig. 1d) or downregulated (Fig. 1e) between the Cd73P and Cd73N populations. We listed the top 15 genes upregulated in the Cd73N (Fig. 1f) and Cd73P (Fig. 1g) fractions, and Müller glia-related genes, such as *Apoe, Dkk3, Rlbp1, Dbi,* and *Slc1a3*, were enriched in the Cd73N list. The majority of the genes in the Cd73P list were known rod-specific genes. We next examined protein expression of Rho and Rcvrn, which were upregulated in the Cd73P population in Ezh2-CKO retina, by immunostaining. Rhodopsin and Rcvrn showed stronger signals in Ezh2-CKO retina than in control retina at all examined developmental stages (Fig. 1h). Since previous studies indicated that overexpression of Rho leads to photoreceptor degeneration^17^,^18^, we hypothesized that elevated expression of Rho may play a role in the degeneration of ONL in Ezh2-CKO. Taken together, different roles were thought to be involved in the reduction of INL and ONL in Ezh2-CKO, supporting the importance of independent histone methylation analysis of INL and ONL.

### Comprehensive analysis of gene expression patterns in rod photoreceptors and other cells during retinal development, using Cd73-based cell fractionation, and classification of genes according to their expression patterns

To examine the molecular signature of ONL and other cells independently during the postnatal period of mouse retina, which is a critical period for late-born retinal subset development, we purified Cd73P and Cd73N cell fractions from mouse retina at P2, P5, and P8; the purified cell fractions were designated as Cd73 positive cells (Cd73PC) and Cd73 negative cells (Cd73NC) (Fig. 1a). We also prepared whole retinas at E15 and E18, which consisted of mostly progenitor cells and early-born retinal subtypes such as retinal ganglion cells (RGCs), cone, and horizontal cells. 

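RNA from 8 samples was sequenced, with 1 library for each condition. The samples were whole retinas at E15 and E18 and the Cd73PC and Cd73NC fractions sorted at P2, P5, and P8. No condition has a replicate library, so no difference between conditions can be set against a replicate error. Retinas were pooled before sorting, and the paper gives 20 retinas at P2, 12 at P5, and 20 at P8. Reads of 36 bases were aligned by the authors to the mouse genome build NCBI37/mm9 with TopHat, and Cufflinks then estimated the expression of each gene. The deposited tables hold, for each of 23021 rows, the FPKM, a measure of expression scaled to transcript length and to the number of mapped fragments, with a lower and an upper confidence bound. These bounds describe the uncertainty of the estimate within a library, not the variation between animals. Read counts are not in the files analysed here, but in weakly expressed rows the FPKM moved in steps worth 1 read, which gave the depth of each library relative to E18. The relative depth was 0.965 for E15, 1.27 for Cd73NC and 1.62 for Cd73PC at P2, 1.15 for Cd73NC and 1.12 for Cd73PC at P5, and 1.51 for Cd73NC and 1.27 for Cd73PC at P8. As in the paper, small RNAs were left out (799 rows), and rows that share a gene symbol were summed, which left 21826 genes. Rows that Cufflinks marked as failed, between 4 and 10 per library, were taken as missing values, and this concerned 20 genes. The number of genes with FPKM of at least 1 ranged from 11151 in P8 Cd73PC to 12413 in E18 whole retina. The 10 most highly expressed genes held between 4.68% (P2 Cd73PC) and 6.80% (P8 Cd73PC) of the summed FPKM. Ratios between samples were taken on FPKM + 1 unless stated otherwise, which understates the change of weakly expressed genes. Nt5e, the gene that encodes the surface enzyme Cd73 used for sorting, lies on chromosome 9 from 88222447 to 88266927 (NCBI37/mm9). Its FPKM was 97.3 in Cd73PC and 2.43 in Cd73NC at P2, 131 and 31.4 at P5, and 124 and 9.38 at P8 (no replicates).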

These cell fractions were then subjected to RNAseq to obtain a comprehensive gene expression pattern. 

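Before clustering, 21806 genes had a value in all 8 samples. K-means with K = 15 and 20 random starts was run on their log2(FPKM + 1) values with scikit-learn, since the GeneSpring clusters of Supplemental Fig. 1a are not in the files analysed here. The clusters held between 177 and 8043 genes. In the cluster of 177 genes, the mean log2(FPKM + 1) rose from 2.55 in E15 whole retina to 5.79 in P2 Cd73PC and 6.77 in P8 Cd73PC, and was 3.02 in P2 Cd73NC and 4.76 in P8 Cd73NC. A cluster of 588 genes showed the opposite course, from 4.98 in E15 whole retina to 3.78 in P2 Cd73PC and 2.54 in P8 Cd73PC. The flattest expressed cluster, with 1862 genes, varied by 0.135 on the log2 scale between its lowest and highest sample. These clusters rest on single libraries (no replicates).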

To verify the RNAseq results for analysis of cell lineage molecular signatures, we categorized the list of genes (19,954 genes) into 15 distinct clusters using K-means according to their expression patterns obtained using GeneSpring (Agilent Technologies) (Supplemental Fig. 1a). Approximately 7,000 genes were not expressed in any stage or subset of the retina (Supplemental Fig. 1a, C2 cluster), and we analyzed all clusters (excluding C2) based on gene ontology (GO) analysis. 

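In the re-clustering of 21806 genes, the cluster with the lowest expression held 8043 genes. The median gene of this cluster had an FPKM of 0 in every sample, and 75 of its genes reached FPKM 1 in any sample. Of the 1119 olfactory receptor genes in the files, 1117 fell in it. The number depended mostly on how non-expression was defined, because 3452 genes had an FPKM of exactly 0 in all 8 samples while 8396 stayed below FPKM 1 in all of them.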

GO terms with <0.25 Benjamini values were chosen, and hierarchical clustering using -log10 p-values by DAVID analysis^19^ identified roughly five major groups (Supplemental Fig. 1b). 

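The expression of 32 cell cycle genes, such as Mki67, Top2a, and Ccna2, was followed over the 8 samples. Their median FPKM was 42.1 in E15 whole retina, 47.4 in E18 whole retina, and 53.7 in P2 Cd73NC, and it was 15.5 in P2 Cd73PC (no replicates). In Cd73PC it fell to 4.17 at P5 and 0.824 at P8. In Cd73NC the median was 13.2 at P5 and 2.00 at P8. In the K-means clustering, 19 of the 32 genes were in the cluster of 588 genes whose mean log2(FPKM + 1) fell from 4.98 in E18 whole retina to 2.54 in P8 Cd73PC, and 8 were in a cluster of 609 genes that fell from 3.78 to 1.11. The median difference between Cd73PC and Cd73NC at P5, -1.33 in log2(FPKM + 1), was -0.967 after quantile normalization.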

Genes in group 1 (C1, C3) were expressed highly in retinal progenitors and decreased rapidly in Cd73P photoreceptors after birth (Supplemental Fig. 1a). 

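Cell cycle genes were then compared between the 2 fractions of each stage. The median difference of log2(FPKM + 1), Cd73PC minus Cd73NC, was -1.62 at P2, with all 32 genes lower in Cd73PC. At P5 it was -1.33, with 31 of the 32 genes lower in Cd73PC, and at P8 it was -0.708, with 26 lower. A permutation test that flipped the signs of the differences over genes (100000 resamples) gave an adjusted p of 4e-05 at each of the 3 stages (Benjamini-Hochberg). The test was across genes, which are not independent replicates, and each difference rests on 1 library per fraction. The P8 difference was the one most sensitive to processing: after quantile normalization it was -0.329, with an adjusted p of 0.065 in the same permutation test. From this early fall of cell cycle genes in Cd73PC, the paper reasons that such genes are switched off quickly in cells committed to the rod fate.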

These genes were mostly correlated with cell cycle and proliferation (Supplemental Table 1, C1, and C3), suggesting that cell cycle-related genes disappear rapidly when cells are committed to rod photoreceptor differentiation. 

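Ribosomal protein genes were taken as an example of translation-related genes. The files held 77 of them, 48 in the K-means cluster with the highest expression (191 genes) and 20 in the next highest (598 genes). Their median FPKM was 396 in E15 whole retina, 387 in E18 whole retina, 408 in P2 Cd73NC, and 363 in P2 Cd73PC. It was 295 in Cd73NC and 291 in Cd73PC at P5, and 207 in Cd73NC and 198 in Cd73PC at P8 (no replicates). The range of these medians was 1.04 on the log2 scale. The median of each gene's own range was 1.10 for the ribosomal protein genes. It was 1.03 for the 6484 genes with a mean expression of at least FPKM 10. Scaling every library to the same upper quartile changed the range of the ribosomal medians to 0.955, and quantile normalization changed it to 1.09. From the translation and metabolism terms of this group, the paper proposes that genes for basic cell functions stay highly expressed in all stages and cell types.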

The GO terms of group 2 (C5, C12) were related to translation and metabolic pathways (Supplemental Table S1, C5, C12), suggesting that genes involving basic physiological activities were maintained at high expression levels regardless of the developmental stage or cell type. 

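Of 31 rod phototransduction genes, 18 fell in the K-means cluster of 177 genes with the steepest rise in Cd73PC. Another 5 were in a cluster of 397 genes whose mean log2(FPKM + 1) was 2.13 in E18 whole retina and 4.14 in P8 Cd73PC. A further 4 were in the cluster with the highest mean expression. The median FPKM of the 31 genes was 2.49 in E18 whole retina, 62.5 in P2 Cd73PC, 144 in P5 Cd73PC, and 380 in P8 Cd73PC. In Cd73NC it was 2.14 at P2, 33.0 at P5, and 31.1 at P8 (no replicates). Gnat1, for example, had an FPKM of 1.52 in E18 whole retina, 13.7 in P2 Cd73PC, and 380 in P8 Cd73PC. The Pde6b level in Cd73NC at P8 was 5.13% of that in Cd73PC, and 4.58% with upper-quartile scaling.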

Group 5 genes (C7, C13) were characterized by high expression in rod photoreceptors; a number of light- and vision-related GO terms were found in this group (Supplemental Table S1, C7, and C13).

### Genes specifically expressed in rod photoreceptors were classified according to their expression pattern

We next focused on genes specifically expressed in rod photoreceptors and directly compared genes between Cd73P and Cd73N populations at each stage (Fig. 2a–c). 

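In the direct comparison, 12343 genes at P2, 12235 at P5, and 12370 at P8 had an FPKM of at least 1 in either fraction. Genes were named from those with the largest mean log2 ratio over the 3 stages, in each direction, among those past 1.5-fold at all 3 stages. In Cd73PC these included Pde6b, Sag, Cngb1, and Cnga1, with mean log2 ratios of 4.62, 4.53, 4.50, and 4.45. Sag lies on chromosome 1 from 89700255 to 89741732, Pde6b on chromosome 5 from 108817392 to 108860761, and Cnga1 on the same chromosome from 72994936 to 73033991 (NCBI37/mm9). Cngb1 has 2 rows in the files, which were summed. In Cd73NC they included Gpr37, Sulf2, Dkk3, and Prss23, with mean log2 ratios of Cd73PC over Cd73NC of -2.74, -2.57, -2.52, and -2.52. Gpr37, on chromosome 6 from 25618523 to 25639980, had an FPKM of 119.5 in Cd73NC and 13.3 in Cd73PC at P8. Each value comes from 1 library per fraction, so its direction was repeated over stages but not over replicates. Lowering the pseudocount to 0.1 moved Cnga1 most, to a mean log2 ratio of 5.55.

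**Figure D1:**
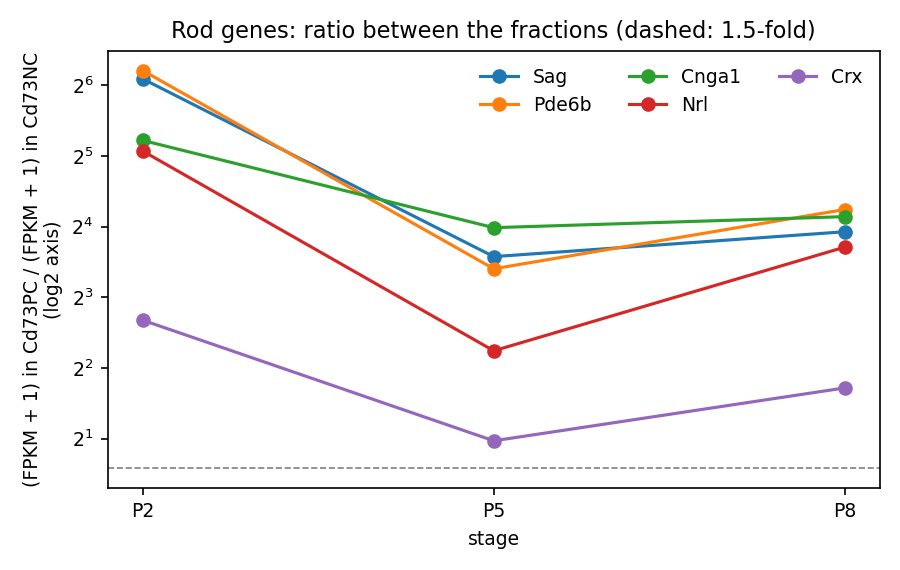
Ratio of FPKM + 1 in Cd73PC to that in Cd73NC (log2 axis) for 5 rod genes at P2, P5, and P8, 1 library per point; the dashed line marks 1.5-fold. All points lie above the line, and Crx at P5 is the lowest with a ratio of 1.96.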

First, we examined the expression patterns of several genes reported to belong to certain retinal cell-specific gene subsets and found differential expression of these genes between the cell fractions (Supplemental Fig. 2a). 

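For the rod genes, the FPKM in Cd73NC was expressed as a percentage of that in Cd73PC, without a pseudocount. Nrl, on chromosome 14 from 56137815 to 56143802 (NCBI37/mm9), gave 2.88% at P2, 21.1% at P5, and 7.57% at P8, and Pde6b gave 0.4298%, 9.19%, and 5.13%. For genes of other retinal cells the percentage of Cd73PC in Cd73NC was taken. Prox1 gave 26.4% at P2, 14.6% at P5, and 12.8% at P8, and Isl1 gave 16.2%, 16.1%, and 10.1%. Irx5 gave 19.0%, 17.7%, and 8.36%, and Foxn4 gave 19.9%, 21.8%, and 13.2%. Bhlhe23 (Bhlhb4) had an FPKM of 0 in both fractions at P2 and gave 14.1% at P5 and 11.5% at P8. Vsx1 was barely detected at P2 (FPKM 0.0122 in Cd73PC and 0.00119 in Cd73NC), so its ratio there has no meaning, and it gave 11.4% at P5 and 7.695% at P8. Except for the P2 values of Bhlhe23 and Vsx1, every gene was lower in the other fraction at every stage. An exact sign test over 3 stages cannot give a p below 0.25, and there are no replicates. Apart from Vsx1 at P2, the pseudocount mattered most for Foxn4: adding 1 to each FPKM raised its percentage at P8 to 47.0%, since it was near 0 there (FPKM 1.57 in Cd73NC and 0.207 in Cd73PC).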

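With a threshold of 1.5-fold on FPKM + 1, 1867 genes at P2, 1530 at P5, and 1643 at P8 were higher in Cd73PC (Cd73PG). In the other direction, 3141 genes at P2, 3391 at P5, and 4051 at P8 were higher in Cd73NC. These are counts of genes past a fold threshold between 2 single libraries, and no test or replicate error stands behind them. Cufflinks' confidence bounds of the 2 fractions did not overlap for 1826 of the genes higher in Cd73PC at P2, 1474 at P5, and 1617 at P8. At P2, 75 of the 1867 genes stayed below FPKM 1 in both fractions. Without the pseudocount the counts grew most, to 4006, 2997, and 2717 genes higher in Cd73PC and 5331, 6113, and 7400 higher in Cd73NC.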

We then chose the genes that were expressed more highly in Cd73PC than Cd73NC or *vice versa*, with 1.5-fold changes in the absolute values at each stage designated as upregulated or downregulated (Fig. 2a–c). Overlap of genes specific in Cd73 positive cells (Cd73PG) at P2, P5, and P8 was examined (Fig. 2d), and the genes were categorized into four groups according to their expression patterns (Fig. 2e). 

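Of the 2848 genes in Cd73PG at any stage, 764 were in Cd73PG at all 3 stages. Another 729 were in Cd73PG only at P2, 269 only at P5, and 422 only at P8. The pair of P5 and P8 shared 290 further genes, P2 and P5 shared 207, and P2 and P8 shared 167. In Cd73NC, 1707 genes passed 1.5-fold at all 3 stages. When the threshold was raised to 2-fold, 389 genes remained in Cd73PG at all 3 stages. By the rules printed in Fig. 2e, 275 genes fell in Cd73PG_A, 40 in Cd73PG_B, 15 in Cd73PG_C, and 64 in Cd73PG_D.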

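Group A was drawn from the genes in Cd73PG at all 3 stages, with a P2 Cd73PC to E18 ratio of at least 2 and rising values in Cd73PC from P2 to P5 and from P5 to P8. It held 275 genes here, among them all 173 genes whose names could be read in Supplemental Fig. 4a and Supplemental Table S3. The median FPKM of the 275 genes was 5.21 in E18 whole retina and rose in Cd73PC from 29.2 at P2 to 46.9 at P5 and 64.3 at P8. In Cd73NC it was 4.04 at P2, 13.8 at P5, and 12.3 at P8 (no replicates). The quartiles over genes in P8 Cd73PC were 24.7 and 141. Because the genes were selected for this course, the medians describe the group and do not test it. Quantile normalization enlarged the group most, to 409 genes.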

The first group (Cd73PG_A) contained genes expressed specifically in Cd73PC from P2, maintained at high expression levels in Cd73PC at P5 and P8 (Fig. 2e,f). 

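Groups B and C were small in the files. Cd73PG_B, with genes that rose at least 2-fold in Cd73PC from P2 to P5, held 40 genes. Their median FPKM in Cd73PC was 3.03 at P2, 9.95 at P5, and 25.1 at P8, and 4.82 in Cd73NC at P8. Cd73PG_C, with genes that rose more than 2-fold only from P5 to P8, held 15 genes. Their median FPKM in Cd73PC was 2.57 at P2, 3.67 at P5, and 9.03 at P8, and 3.33 in Cd73NC at P8 (no replicates). The sizes of both groups depended on the pseudocount: with ratios of the FPKM as deposited, Cd73PG_B held 110 genes and Cd73PG_C held 308.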

The second group contained genes expressed from P5 in Cd73PC (Cd73PG_B, Fig. 2e,g), and the third contained genes that were expressed in Cd73C at P8 (Cd73PG_C, Fig. 2e,h). Genes expressed in Cd73PC at P2 but that then decreased in the following developmental stages were categorized as group D (Cd73PG_D, Fig. 2e,i).

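Cd73PG_D held 64 genes by these rules. The median FPKM in Cd73PC was 19.4 at P2, 10.8 at P5, and 4.05 at P8, after 5.59 in E18 whole retina. The Cd73NC fraction had medians of 5.06, 10.9, and 5.52 at the same stages (no replicates). Of the 64 genes, 10 were in Cd73PG at all 3 stages. Taking the ratios without a pseudocount gave 188 genes in place of 64.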

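No gene ontology table was at hand, so a list of 31 rod phototransduction genes stood in for the vision-related terms. Of these, 27 (87.1%) were in Cd73PG_A, where 0.391 would be there by chance (275 of 21826 genes, Fisher's exact test, adjusted p = 1.7e-47 over the 4 groups). Rom1, on chromosome 19 from 9001872 to 9003846 (NCBI37/mm9), had an FPKM of 873 in P2 Cd73PC and 29.1 in P2 Cd73NC, and Gnat1, on chromosome 9 from 107576805 to 107581923, rose in Cd73PC from 13.7 at P2 to 380 at P8. The 4 genes outside the group were Guca1a, Guca1b, Gucy2f, and Slc24a1. Guca1b missed the rule for the ratio of P2 Cd73PC to E18, which was 1.54 on FPKM + 1. On the same scale, Gucy2f and Slc24a1 were not past 1.5-fold at P2. The added 1 decided these cases, since the values were low. At P2, Gucy2f had an FPKM of 0.523 in Cd73PC and 0.0480 in Cd73NC, and Slc24a1 had 0.483 and 0. Guca1b had 1.09 in P2 Cd73PC and 0.361 in E18 whole retina. Guca1a had an FPKM of 43.0 in Cd73PC and 52.7 in Cd73NC at P5. Between 25 (quantile normalization) and 30 (pseudocount 0.1) of the 31 genes were in Cd73PG_A under the alternatives. The list was tested as a set, and each gene's value rests on single libraries.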

GO analysis indicated that group A genes were highly enriched in vision functions (Supplemental Table S2A). 

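The same 31 phototransduction genes were tested against the other groups with Fisher's exact test. By that exact test, 1 of them was among the 40 genes of Cd73PG_B (adjusted p = 0.11), and in Cd73PG_C (15 genes) and Cd73PG_D (64 genes) there were 0, with an adjusted p of 1 for each. The rules let no gene of Cd73PG_A enter these groups, and 27 of the 31 genes were in Cd73PG_A. Only the other 4 could fall in Cd73PG_B, Cd73PG_C, or Cd73PG_D, so a low overlap was largely fixed in advance. With so few genes in these groups, an enrichment could also have been missed. The overlap with Cd73PG_B was 0 when the pseudocount was 0.1 (adjusted p = 1, Fisher's exact test). From the lack of vision-related terms, the paper proposes that the parts these genes play in the retina had yet to be described.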

In classes B, C, and D, there were GO terms unrelated to vision functions, and no terms showed significantly low Benjamini values (Supplemental Table S2B–D), suggesting that the roles of these genes in retinal development have not been shown previously.

Then, we verified the expression of the Cd73PG_A genes with low fold changes, i.e., less than a 2.0-fold difference between Cd73PC and Cd73NC, in the RNAseq data. 

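Of the 275 genes in Cd73PG_A, 218 differed at least 2-fold between Cd73PC and Cd73NC at all 3 stages in FPKM + 1. A further 37 genes were below 2-fold at 1 stage. The remaining 20 were below 2-fold at more than 1 stage (no replicates).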

There were 12 genes with less than a 2.0-fold difference at two or all three of the stages. 

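In the files, 20 genes of Cd73PG_A were below 2-fold at 2 or 3 stages, and 3 of them, Blzf1, Srprb, and Tpp1, at all 3. The 12 genes that the paper tested by qPCR were all among the 20. The ratio of Cd73PC to Cd73NC for Blzf1 was 1.58 at P2, 1.53 at P5, and 1.72 at P8. For Tpp1 the ratios were 1.93, 1.58, and 1.95, and for Srprb 1.82, 1.80, and 1.74. Max had ratios of 1.80, 1.96, and 2.29, and Mef2d 4.1, 1.82, and 1.84. Outside the qPCR set were 2 RIKEN cDNA genes and Ankrd12, Dock8, Farp2, Fbxl5, Madd, and Zdhhc5. Dock8 was the most weakly expressed of these, with FPKM between 0.126 and 2.53 over the samples. The number of such genes was 57 after quantile normalization.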

We examined the expression patterns of these genes by qPCR in newly prepared triplicate samples of Cd73P and Cd73N cell fractions at P2, P5, and P8. In addition, Crx, which is a critical photoreceptor-specific gene and showed less than a 2.0-fold change at P5, was included for validation. 

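Crx lies on chromosome 7 from 16451296 to 16465304 (NCBI37/mm9). Its ratio of Cd73PC to Cd73NC was 6.39 at P2, 1.96 at P5, and 3.29 at P8 (no replicates). The low ratio at P5 came with an FPKM of 438 in Cd73NC, against 102 at P2 and 293 at P8. In Cd73PC the FPKM of Crx was 660 at P2, 859 at P5, and 966 at P8, and it was 43.1 in E15 and 81.8 in E18 whole retina. Across Cd73PG_A, the number of genes below 2-fold at 2 or 3 stages was 31 with a pseudocount of 0.1, and Crx was below 2-fold at 1 stage.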

All cases, except for one, showed statistically significant differential expression between Cd73P and Cd73N cells (Supplemental Fig. 2b–d), justifying the use of a 1.5-fold threshold.

### ChIP sequencing (ChIPseq) of histone H3K4 and H3K27 trimethylation using Cd73P and Cd73N cell fractions revealed high H3K4me3 and low H3K27me3 levels at photoreceptor-specific gene loci

To analyze the involvement of histone methylation in lineage- and stage-specific gene expression patterns of the retina, we assessed H3K4me3 and H3K27me3 genomic occupancy by ChIPseq using the Cd73PC and Cd73NC fractions from P2, P5, and P8 retina. We first examined the average levels of H3K4me3 and H3K27me3 in Cd73PG and Cd73NG (Fig. 2j,k). Average cumulative signals of H3K4me3 and H3K27me3 at +/−5 kb of the transcription start site (TSS) of Cd73PG or Cd73NG at each stage (Fig. 2a–c) were calculated and shown as a box plot (Fig. 2j,k). The H3K4me3 level of Cd73PG was significantly higher in Cd73PC than Cd73NC (Fig. 2j), suggestive of a positive correlation between the H3K4me3 level and gene expression level. The H3K27me3 level in Cd73PG loci was low in all samples and slightly lower in Cd73NC than in Cd73PC (Fig. 2k, left panel). In contrast, H3K27me3 in Cd73NG showed higher levels in Cd73PC than in the Cd73N population (Fig. 2k, right panel), suggesting that Cd73N-specific genes are suppressed in the Cd73P population by H3K27me3 markers.

To examine the relationship between the transition in expression of photoreceptor-related genes and histone modifications, we directly compared the gene expression levels and H3K4me3 or H3K27me3 modification levels of Cd73PG_A genes (Supplemental Fig. 3a,b). Some genes including *Nrl* and *Crx* contained strong H3K4me3 signals in a Cd73PC-specific manner (Supplemental Fig. 3a inset, 3b), and genome browser trackers confirmed Cd73PC-specific strong H3K4me3 signals around the TSS of these genes (Supplemental Fig. 3d). H3K27me3 level was significantly lower in Cd73PG_A loci both in Cd73PC and Cd73NC (Supplemental Fig. 3a), with a few exceptions (Supplemental Fig. 3a, insets). Strong signals were observed at each gene locus in both Cd73PC and Cd73NC (Supplemental Fig. 3c), but the signal patterns were slightly different (Supplemental Fig. 3d), suggesting that different machinery incorporates H3K27me3 at the same gene locus in different cell lineages.

### Positive correlation of H3K4me3 levels with the expression levels of photoreceptor-specific genes in the Cd73P cell fraction

To examine the roles of H3K4me3 and H3K27me3 gene expression in more detail, we performed hierarchical clustering of Cd73PG_A by using values of histone H3K4me3 and H3K27me3 of Cd73PC and Cd73NC at P2, P5, and P8. We found that there were roughly nine different sub-clusters in Cd73PG_A (Supplemental Fig. 4a). Although we did not consider expression levels for clustering, genes in the same sub-clusters showed strikingly similar expression patterns (Fig. 3a), suggestive of a contribution of H3K4me3 and H3K27me3 in gene expression patterns. 

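The expression of the 173 Cd73PG_A genes legible in Supplemental Fig. 4a and Supplemental Table S3 was compared between its 9 sub-clusters. Differences between sub-clusters accounted for 30.1% of the variance of log2(FPKM + 1) over genes and samples, against 4.65% by chance (permutation of sub-cluster names over genes, 100000 resamples, p = 1e-05, the smallest they can give). After each gene was centred on its own mean, which leaves only the shape of its course, the share was 22.8% (permutation p = 1e-05). In P8 Cd73PC the median FPKM was 1119 in C5a (7 genes), 137 in C4a (5 genes), 118.8 in C2 (31 genes), and 83.4 in C5c (27 genes). It was 91.8 in C5b, 58.2 in C1a, 48.8 in C4b, 33.4 in C3, and 27.1 in C1b. In P2 Cd73NC the median was 0.460 in C5a and 28.6 in C4a. The quartiles overlapped between most sub-clusters, for example 27.0 to 92.7 in C1a and 28.0 to 89.6 in C4b in P8 Cd73PC. These tests are across genes, which are not independent, and each sample is a single library. The 173 genes are also not a random part of the group. The paper counts more genes in C5a than the 7 used here. Some names came from Supplemental Table S3, which gives predicted targets of factors such as Crx and Nrl. Whether this selection changed the shares was not tested. A pseudocount of 0.1 gave the largest change, to 24.4% for the centred values. Since the sub-clusters were defined from histone marks alone, the paper proposes that H3K4me3 and H3K27me3 may contribute to the shared expression patterns.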

H3K4me3 levels in some sub-groups were very low, suggesting that H3K4me3 modification contributes to the high expression of photoreceptor-related genes, but only in limited cases.

We then explored H3K4 and H3K27 methylation levels in embryonic retina using published H3K4me2 and H3K27me3 ChIPseq data from E17 and P1 whole retina^15^. Interestingly, levels of H3K4me2 and H3K27me3 in E18 and P1 retina showed good correlations with those of P2 retina (Fig. 3b), suggesting that H3K27 methylation had already occurred at a certain subset of gene loci in progenitor cells.

### Ingenuity pathways analysis (IPA)-predicted the role of Nrl in Cd73P gene expression

To explore the involvement of common upstream regulators of genes in the subclasses, we performed IPA analysis. The IPA results revealed several transcription factors with significant p-values, and it was striking that 6 out of 11 genes within the C5a cluster were thought to be downstream of Crx (Supplemental Table S3). Nrl was also thought to be upstream of several genes in C1b, C5a, and C5c (Supplemental Table S3). We then analyzed potential binding of these transcription factors at the gene loci using public available ChIPseq data for Nrl^9^, Crx^20^, and Otx2^21^. Gene populations containing ChIPseq signals in each cluster showed that all genes classified in C5a contained Nrl peak signals (Fig. 3c). The majority of genes with Nrl ChIPseq peaks were also associated with Otx2 and Crx ChIPseq peaks, and these sites were located at similar positions (Fig. 3d). The expression level of genes with Nrl peaks was significantly higher than those of genes without Nrl peaks in Cd73PC (Fig. 3e), and similar tendencies were observed for the H3K4me3 level (Fig. 3f), which confirmed the contribution of Nrl to photoreceptor-related gene expression via H3K4me3 modification. In contrast, expression levels of genes with Crx and/or Otx2 peaks (but not Nrl peaks) at their loci were indistinguishable from those without the peaks (Fig. 3e).

### The gene loci of upregulated photoreceptor-related genes and Cdk2a in Ezh2-CKO retina contained weak H3K27me3 signals

As shown in Fig. 1g, the number of photoreceptor-related genes was upregulated in Cd73P cells from Ezh2-KO retina. The 18 Cd73P_A genes were upregulated in Ezh2-CKO, and genome browser snapshots showed broad and weak H3K27me3 signals in the genomic regions surrounding these genes (Supplemental Fig. 5a). Previously, H3K27me3 enrichment was reported along the entire gene locus of Ink4a-Arf (Cdk2a), acting as a protective blanket to maintain repression of the target gene^22^. Cdk2a was de-suppressed in the Cd73NC, but not Cd73PC, cell population (Supplemental Fig. 5b), and we found a blanket-type pattern in the H3K27me3-modified regions of the Cdk2a locus in the Cd73NC, but not Cd73PC, cell population (Supplemental Fig. 5c).

### Histone modifications associated with genes expressed in bipolar, amacrine, and RGCs differed from those of photoreceptor-specific genes

We next examined genes regulating retinal interneurons and RGCs. To accomplish this, we used previously published information on cell type-specific genes^23^. We first examined expression patterns of genes categorized as bipolar-, amacrine-, or RGC-specific in a previous report^23^ using our RNA sequence data of Cd73PC and Cd73NC. To explore the Cd73N-specific expression of genes, we calculated relative expression levels of each gene in Cd73NC to that in Cd73PC, and clustered genes according to their expression pattern (Supplemental Fig. 4b,c). A cluster of genes that did not show higher expression in Cd73PC than in Cd73NC were excluded from further analyses (Supplemental Fig. 4b,c, grey colored clusters). Remaining genes in each subclass were designated as BipolarG, AmacrineG, and RGCG. 

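The names that could be read in Supplemental Fig. 4e–g and found in the data gave 60 genes for BipolarG, 74 for AmacrineG, and 21 for RGCG. Table 1 of the paper counts more genes of each type, most of all for RGCs, so the lists used here are incomplete. For BipolarG the median difference of log2(FPKM + 1), Cd73NC minus Cd73PC, was 0.224 at P2, 1.16 at P5, and 2.42 at P8. At P8 all 60 genes were higher in Cd73NC, whereas at P2 38 were higher and 21 lower. For AmacrineG the median difference was 1.07 at P2, 0.913 at P5, and 0.867 at P8, with 66, 74, and 73 of the 74 genes higher in Cd73NC. For RGCG it was 1.02, 1.42, and 1.70, with 16 of the 21 genes higher at P2 and all 21 at P5 and P8. Sign-flip permutation tests over genes (100000 resamples, Benjamini-Hochberg over the 9 comparisons) gave an adjusted p of 0.022 for BipolarG and RGCG at P2, 0.0014 for RGCG at P5 and P8, and 1.8e-05 for the other comparisons. The lists had been chosen by the paper for higher expression in Cd73NC from the same libraries, so the tests do not stand as independent evidence. The median FPKM of BipolarG in Cd73NC was 3.06 at P2, 7.12 at P5, and 37.7 at P8, and in Cd73PC 2.40, 2.83, and 6.48. A pseudocount of 0.1 raised the P2 difference of BipolarG to 0.634 and the P8 difference of AmacrineG to 1.91, while quantile normalization weakened the P2 difference of BipolarG to 0.189 (adjusted p = 0.065, permutation test).

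**Figure D2:**
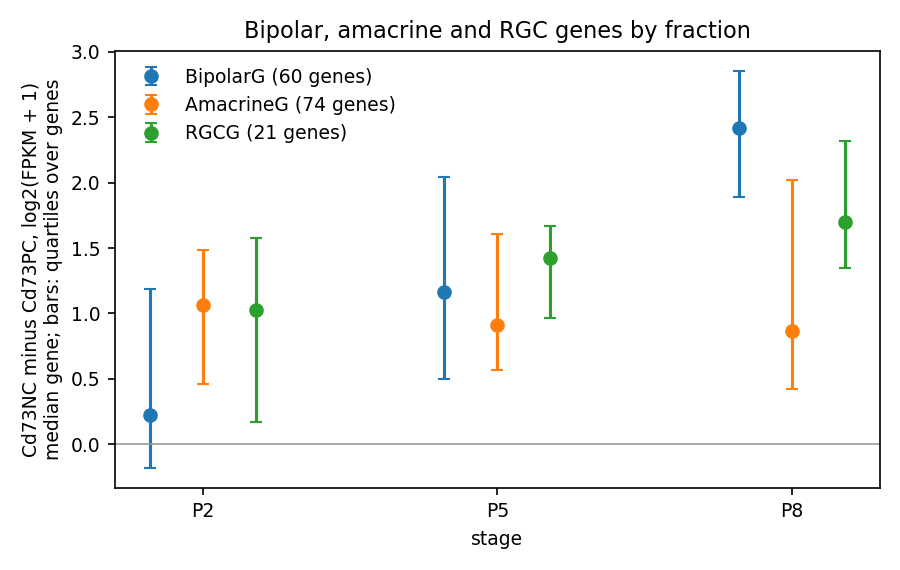
Difference between Cd73NC and Cd73PC in log2(FPKM + 1) at P2, P5, and P8 for the median gene of BipolarG, AmacrineG, and RGCG; bars span the quartiles over genes, and each stage has 1 library per fraction. BipolarG rises from 0.224 at P2 to 2.42 at P8, and AmacrineG stays between 0.867 and 1.07.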

We then compared expression levels versus H3K4me3 or H3K27me3 levels for these genes (Supplemental Fig. 6a–c). Gene expression and H3K4me3 levels showed a positive relationship in most cases in Cd73NC. Levels of H3K27me3 were scattered and had weak or no correlation with gene expression levels (Supplemental Fig. 6). Hierarchical clustering of genes according to H3K4me3 and H3K27me3 levels yielded sub-clusters (Supplemental Fig. 4e–g), and again (as in the case of Cd73PG_A, although we did not include information on expression levels for the clustering) sub-clusters showed their specific characteristic gene expression patterns (Fig. 4a–c). 

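Sub-clusters of the 3 lists were compared in the same way as those of Cd73PG_A. Differences between sub-clusters accounted for 19.2% of the variance of log2(FPKM + 1) in BipolarG (3 sub-clusters, permutation p = 0.00044), 35.5% in AmacrineG (5 sub-clusters, permutation p = 1e-05, the smallest that 100000 resamples can give), and 47.4% in RGCG (3 sub-clusters, permutation p = 0.0013). By chance 3.39%, 5.48%, and 10% would lie between them. With each gene centred on its own mean, the share was 14.2% in AmacrineG (permutation p = 0.0025), 7.596% in BipolarG (p = 0.059 in the permutation test), and 17.0% in RGCG (p = 0.11 in the permutation test). The sub-clusters thus differed in the level of expression in all 3 lists, while a difference in the shape of the course passed 0.05 only in AmacrineG in this setting. In P8 Cd73NC the median FPKM was 60.0 in BipolarG_C3 (13 genes), 39.9 in C1 (25 genes), and 31.9 in C2 (22 genes). BipolarG_C3 had medians of 0.825 in Cd73NC and 0.951 in Cd73PC at P2, and 8.37 in Cd73PC at P8. A pseudocount of 0.1 moved the centred share of RGCG to 11.1% (p = 0.34, permutation test), that of AmacrineG to 9.63% (p = 0.054, permutation test), and that of BipolarG to 8.47% (p = 0.038, permutation test), so which list passed 0.05 depended on the pseudocount. For these sub-clusters, which were built on histone marks only, the paper describes a characteristic expression pattern of each.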

A variety of H3K27me3 patterns were observed among subclusters.

### BipolarG genes may include targets of the H3K27me3 demethylase Jmjd3

H3K27me3 levels of BipolarG_C3 were high, excluding Cd73NC in the P8 population (Fig. 4a), and C3 contained *Bhlhb4*, which was previously identified as a target of Jmjd3, suggesting that these genes are de-methylated by Jmjd3, which was expressed specifically in postnatal INL^13^. A heat map of H3K27me3 tracks around the TSS of each gene showed that the number of genes in bipolar C3 have strong modifications in both Cd73PC and Cd73NC fractions at P2 around TSS and disappeared in Cd73NC at P8 corresponding to the stage of bipolar cell differentiation (Fig. 5a), suggesting these genes are additional direct targets of Jmjd3. Genome browser patterns clearly indicated a loss of H3K27me3 peaks around TSS in bipolar C3-related genes in the Cd73NC fraction at P8 (Fig. 5b).

### Genes related to early-born amacrine and RGC subsets showed high H3K27me3 levels

AmacrineG_C2 showed high levels of H3K27me3 in all samples (especially P5 and P8), which may contribute to the low expression level of the genes in P5 and P8 (Figs 4b and 5a,c). 

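Supplemental Fig. 4e lists 6 genes in AmacrineG_C2, among them Sox2 and Dkk3, while Fig. 5c shows other genes for the same sub-cluster, among them Fezf2 and Tcfap2a. For the 6 listed genes the median FPKM in Cd73NC was 93.4 at P2, 82.0 at P5, and 43.4 at P8, and in Cd73PC 27.2, 16.3, and 9.71. It was 69.4 in E15 and 67.6 in E18 whole retina (no replicates). Quantile normalization raised the median in P8 Cd73PC to 11.3. Tcfap2a, on chromosome 13 from 40811044 to 40829192 (NCBI37/mm9), had an FPKM of 44.0 in Cd73NC at P2, 2.13 at P5, and 0.182 at P8. Fezf2 (chromosome 14, 13174406 to 13178379) had 6.79, 9.79, and 22.3. The paper proposes that the high H3K27me3 levels may contribute to low expression of these genes at P5 and P8.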

Since amacrine is an early developing subtype, genes were likely turned off after differentiation was complete. Similarly, RGCG_C1 showed high H3K4me3 levels in both Cd73NC and Cd73PC, but high levels of K27me3 in Cd73PC, probably to suppress the expression of these genes in Cd73PC (Fig. 4c). 

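RGCG_C1 held 4 genes in Supplemental Fig. 4g. Their median FPKM in Cd73NC was 161 at P2, 140 at P5, and 86.4 at P8, and in Cd73PC 54.0, 30.3, and 15.2 (no replicates). In whole retina it was 103 at E15 and 119.3 at E18. With 4 genes and single libraries, the difference between the fractions was not tested. Quantile normalization raised the P8 Cd73PC median to 17.0, the largest relative change. The paper reasons that H3K27me3 in Cd73PC probably suppresses these genes there.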

RGCG_C2 genes had conspicuously high H3K27me3 levels in Cd73P, highlighting the importance of turning these genes off in Cd73P cells (Fig. 4c). 

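The genes of RGCG_C2, Drd4, Fxyd1, and Nol3, had a median FPKM of 0.748 in Cd73NC and 0.795 in Cd73PC at P2, 2.69 and 0.889 at P5, and 3.64 and 2.81 at P8 (no replicates). Fxyd1, on chromosome 7 from 31836697 to 31840675 (NCBI37/mm9), was the most highly expressed, with an FPKM of 32.2 in Cd73NC and 9.86 in Cd73PC at P2, 29.7 and 11.4 at P5, and 25.0 and 4.22 at P8. Nol3 (chromosome 8, 107800347 to 107805839) had an FPKM of 3.64 in Cd73NC and 0.315 in Cd73PC at P8. Drd4 (chromosome 7, 148477905 to 148480900) had 3.33 and 2.81 at P8, and 0.415 and 0.795 at P2. A median over 3 genes at these levels is imprecise, and quantile normalization turned the order of the fractions round at P8, with 3.39 in Cd73NC and 3.98 in Cd73PC, and brought the P5 Cd73PC median to 1.35. The paper reasons from the lower H3K27me3 in Cd73NC that keeping these genes expressed matters for RGCs.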

In addition, H3K27me3 levels in Cd73NC were low for RGCG_C2 genes compared with those in Cd73PC (Figs 4c and 5a,d), suggesting that maintaining high expression levels of these genes is important for RGC functioning. This observation is in agreement with the high expression levels of Jmjd3 in RGC^13^. More than 30% of genes categorized as amacrine- and RCG-specific were upregulated in both the Cd73PC and Cd73NC fractions of Ezh2-CKO retina (Fig. 4d, Table 1).

Several transcription factors are expressed almost exclusively in RGCs, such as Dlx1/2, Pou4f, Irx, and Gfl1 family members^24^,^25^,^26^. We examined the H3K27me3 modifications associated with these gene loci; surprisingly, very weak signals were seen in the Cd73NC fraction, but very strong signals were seen in the Cd73PC fraction at P2, as well as in both fractions at P8 (Fig. 5e). However, the expression levels were not augmented in Ezh2-KO retina, suggesting that methylases other than Ezh2, probably Ezh1, are responsible for the high H3K27me3 levels at these gene loci.

## Discussion

In this report, we analyzed the changes in the molecular signatures of Cd73P photoreceptors and other retinal cells that were Cd73N cells during a critical differentiation period in retina. The data include gene expression and histone modification patterns in these cell lineages at different developmental time points. Such multi-dimensional datasets of primary tissue can be used to analyze cell lineage-specific molecular events during differentiation. Previous studies using photoreceptor-specific knockout mice revealed many molecular aspects that occur specifically in photoreceptor lineages^27^. Our data further revealed and highlighted the dynamics of photoreceptors, as well as other retinal neuron-specific events by direct comparison of molecular events in photoreceptors and other cells. This is a powerful approach to analyze cell lineage-specific molecular events; however, we need to be careful of the risk of artifacts introduced by cell sorting, although we performed cell sorting quickly at the expense of purity. For lineage-specific analysis of the Cd73N population, which is a mixture of a few cell lineages, we need to isolate the individual cell lineages, but so far the appropriate cell surface antigens have not been identified. However, we previously used an anti-Isl1 antibody to purify cells for ChIP qPCR application, and we are currently investigating applicable antibodies for use in isolating other cell lineages for this purpose.

Previous studies observed strong H3K4me2 signals at the loci of rod-specific genes^15^. We found that photoreceptor-specific gene loci were also marked by H3K4me3; however, this was not observed in non-photoreceptor cells. Based on clustering according to histone modification patterns, we observed various patterns of H3K4me3 modification in each sub-cluster, suggesting that rod-specific genes are not regulated uniformly but rather through multiple mechanisms. In most cases, H3K4me3 signals were already observed at the P2 stage, suggesting that H3K4me3 is involved in the initial stage of transcription. We explored whether this photoreceptor lineage-specific H3K4me3 signal was gained after commitment to the photoreceptor lineage, and ChIPseq data of the whole retina at E17 and P1 by Popova *et al*. indicated that levels of H3K27me3 in progenitors were similar to levels of Cd73P at P2^15^. These finding suggested that photoreceptor-specific H3K4me3 signals were present even before apparent differentiation into photoreceptors. However, determining the level of selectivity to the photoreceptor-related gene loci in retinal progenitor cells requires further study. IPA analysis revealed strong involvement of Nrl, Crx, and Otx2, which are well-documented as critical transcription factors for photoreceptor development^27^, as upstream molecules in certain subclasses of genes. Nrl ChIPseq identified the Kdm5b gene locus as one of the binding sites of Nrl^9^, and our data suggested a contribution of Nrl to photoreceptor-specific gene expression levels, as well as H3K4me3. However, we could not identify specific Nrl binding sites in more than half of Cd73P-A gene loci, suggestive of involvement of other transcription factor(s) for H3K4me3 modification during the very early stages of photoreceptor differentiation.

H3K27me3 modification of a subset of bipolar-related genes was downregulated in the Cd73N fraction at P8, which is a stage corresponding to bipolar cell maturation; this result is consistent with our previous report that Jmjd3 plays a pivotal role in the de-methylation of bipolar-related genes to achieve temporally spatially appropriate expression. Our previous study suggested that *Bhlhb4* and *Vsx1* are direct target gene loci of the Ezh2/Jmjd3 system^13^, and current studies revealed additional genes categorized as bipolar that are potential direct targets of Ezh2/Jmjd3. We observed strong Cd73P fraction-specific H3K27me3 signals in several genes of not only bipolar, but also amacrine cells and RGC. This suggests that H3K27me3 is involved in a mechanism to protect and maintain rod photoreceptors by preventing unnecessary or toxic gene expression for their differentiation or maintenance.

As a potential mechanism for ONL degeneration in Ezh2-KO retina, we observed upregulation of rhodopsin. Excess rhodopsin was reported to lead to photoreceptor degeneration in transgenic mouse^17^,^18^, supporting our hypothesis. However, investigation of H3K27me3 signals at the Rho locus showed broad, but weak, H3K27me3 signals along the entire locus, suggesting that regulation of Rho and other genes by H3K27me3 may differ from that of bipolar-related genes, which display H3K27me3 signals around the TSS. A previous report suggested that broad enrichment across gene bodies corresponds to transcriptional inhibition^28^, but since the H3K27me3 signals were weak, we also need to consider the indirect effects of Ezh2-KO on Rho upregulation.

We previously showed that Ezh2 was strongly expressed in retinal progenitor cells, and after differentiation, it was expressed exclusively in RGC and INL at the protein level^13^. There are two homologs in mammalian Ezh: *Ezh1* and *Ezh2*^29^. As reported in other tissues^30^, *Ezh1* was only very weakly expressed in proliferating cells in the retina, but was weakly expressed in both Cd73P and N fractions at later stages. 

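Ezh1 lies on chromosome 11 from 101052429 to 101087764 (NCBI37/mm9). Its FPKM was 5.53 in E15 whole retina (Cufflinks' bounds 4.79 to 6.20) and 6.24 in E18 whole retina (5.45 to 6.96). At P2 it was 3.56 in Cd73NC (3.05 to 4.04) and 10.3 in Cd73PC (9.33 to 11.0). It was 7.72 in Cd73NC and 10.9 in Cd73PC at P5, and 8.04 and 12.0 at P8 (no replicates). Among genes with FPKM of at least 1, Ezh1 was above 16.9% of them in P2 Cd73NC and above 51.7% in P8 Cd73PC. The bounds of the 2 fractions did not overlap at any of the 3 stages, but they do not include the variation between animals. Quantile normalization moved the value in P8 Cd73PC to 13.6 and that in E18 whole retina to 4.90. The paper likens the weak expression in proliferating cells to that in other tissues.

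**Figure D3:**
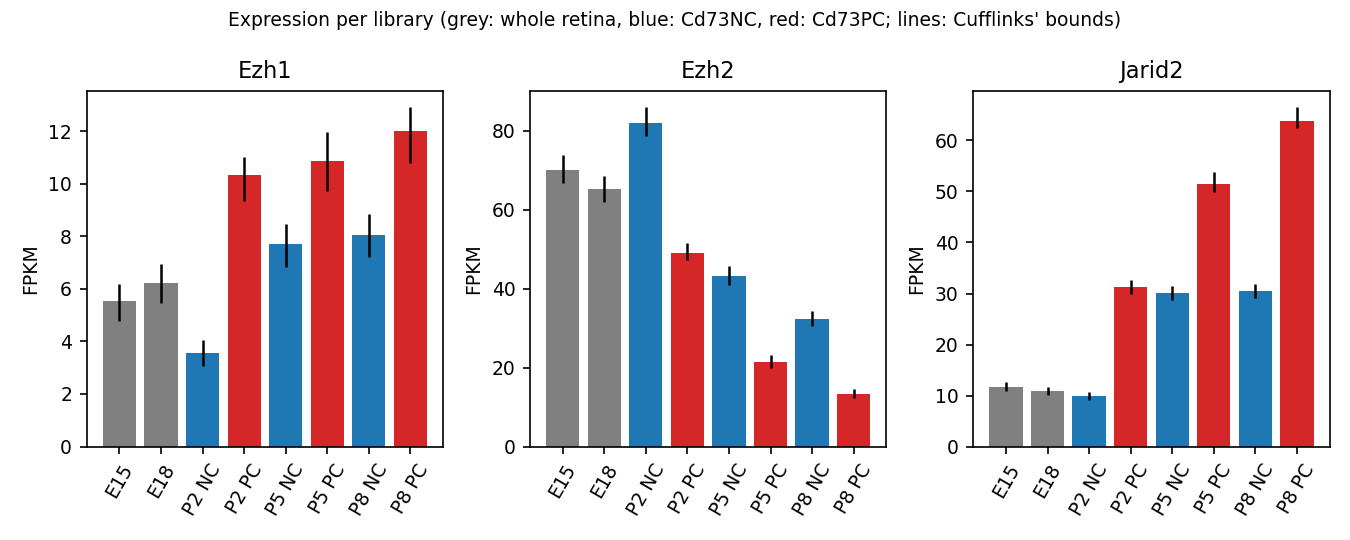
FPKM of Ezh1, Ezh2, and Jarid2 in the 8 libraries (grey, whole retina; blue, Cd73NC; red, Cd73PC), with Cufflinks' bounds as vertical lines and no replicates. Ezh1 is lowest in P2 Cd73NC at 3.56, Ezh2 falls to 13.3 in P8 Cd73PC, and Jarid2 rises to 63.9 in P8 Cd73PC.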

Although immunostaining did not detect expression of Ezh2 in ONL^13^, we observed weak *Ezh2* signals in Cd73PC by RNAseq, suggestive of a contribution of Ezh2 in ONL. 

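Ezh2, on chromosome 6 from 47480273 to 47545029 (NCBI37/mm9), had an FPKM of 49.1 in Cd73PC at P2 (Cufflinks' bounds 47.2 to 51.6), 21.5 at P5 (19.8 to 23.1), and 13.3 at P8 (12.2 to 14.5). In Cd73NC it was 82.1 at P2, 43.3 at P5, and 32.3 at P8, and in whole retina 70.2 at E15 and 65.2 at E18 (no replicates). In P8 Cd73PC, Ezh2 was above 55.1% of the genes with FPKM of at least 1. The fractions are not pure. Genes of other retinal cells were read in P8 Cd73PC. Müller glia genes had a median FPKM of 61.8 there, against 179 in P8 Cd73NC. Prox1 and Isl1 were at 12.8% and 10.1% of their Cd73NC level at P8. The share of the Ezh2 signal that comes from rods is therefore not known from these values. After quantile normalization, Ezh2 in P8 Cd73PC was 15.0. From the weak signal in Cd73PC, the paper proposes that Ezh2 may contribute in the ONL.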

Previous studies proposed a model suggesting the importance of PRC2-Ezh2 for *de novo* establishment of H3K27me3 in dividing cells, whereas PRC2-Ezh1 is required for its maintenance in resting cells^31^. Changing the level of another member of the PRC2 complex, Jarid2, plays important roles for switching from Ezh2 to Ezh1 involved in the PRC2 complex^31^. Expression of *Jarid2* in our RNAseq data was indicative of strong and ubiquitous expression of *Jarid2* in retina, suggesting that Jarid2 may not be a key factor responsible for the switch between Ezh2 and Ezh1 expression, and further study is underway to reveal the physiological roles of Ezh1 in retinal development and maintenance.

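Jarid2 lies on chromosome 13 from 44826143 to 45017012 (NCBI37/mm9). Its FPKM was 11.7 in E15 whole retina and 10.9 in E18 whole retina. In Cd73NC it was 9.90 at P2 (Cufflinks' bounds 9.19 to 10.6), 30.0 at P5, and 30.5 at P8 (29.2 to 31.9). In Cd73PC it was 31.2 at P2 (29.9 to 32.7), 51.5 at P5, and 63.9 at P8 (62.5 to 66.5). The highest value was 6.46 times the lowest (no replicates). Jarid2 was above 42.9% of the genes with FPKM of at least 1 in P2 Cd73NC and above 90.8% in P8 Cd73PC, and it was among the genes of Cd73PG_A. Quantile normalization lowered the E18 value to 9.70, and upper-quartile scaling raised the P8 Cd73PC value to 70.0. From its expression in all samples, the paper reasons that Jarid2 may not be the factor that switches between Ezh2 and Ezh1.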

## Methods

### Mice

All animal experiments were approved by the Animal Care Committee of the Institute of Medical Science, University of Tokyo and conducted in accordance with the ARVO (Association for Research in Vision and Ophthalmology) statement for the use of animals in ophthalmic and vision research. ICR mice were obtained from Japan SLC Co. To generate retina-specific Ezh2 knockout mice, Ezh2-floxed mice^14^ were crossed with DKK3-Cre mice, which expresses the *Cre* gene in retinal progenitor cells^32^ from an early embryonic stage^14^. As controls, normal littermates mice were used. The mice used in our work is free of retinal degeneration mutations, rd1 and rd8.

### FACS sorting and cell preparation for ChIP sequence

Following number of mouse retinas was used for FACS sorting of Cd73 positive and negative population; for RNAseq, 20 (P2), 12 (P5), 20 (P8), and for ChIPseq (H3K4me3, H3K27me3), 20 (P2), 12 (P5), 24 (P8). Retinas were isolated from enucleated eyes, and incubated with 0.25% Trypsin in PBS (500 μl) for 15 minutes at 37 °C. Samples were treated with DNaseI and stained with anti-Cd73 antibody (BD Pharmingen, 550741) on ice for 30 minutes. Cells were washed and stained with propidium iodide. Cd73 positive and negative fractions were purified by using MoFlo (Beckman Coulter). Purified cells were stored at −80 °C as cell pellet until use for RNAseq. For ChIPseq, cells were resuspended in 1 ml of 2% BSA in PBS containing 27 μl of formalin. Cells were rotated at room temperature for 10 minutes, then 95 μl of 1.5M glycine was added. Cells were further rotated for 5 minutes, and washed with 2% BSA in PBS and stored at −80 °C as cell pellets.

### RNA sequencing and quantification

Total RNA was extracted from stored purified cell pellets or whole retinal cells at E15 and E18 using RNeasy Plus Micro Kit (Qiagen), and RNA quality was confirmed using a 2100 Bioanalyzer (Agilent Technologies). RNA sequence was done as previously described^33^. Briefly, the mRNA Seq libraries were constructed for each condition and conducted using the Illumina mRNA Seq Sample Preparation Kit according to the manufacturer’s instructions. Briefly, the RNA was subjected to poly(A) selection using Sera-Mag Magnetic Oligo-dT beads. Poly(A+) RNA was partially degraded by incubation in fragmentation buffer at 94 °C for 5 min. The first-strand cDNA was synthesized using random primers and SuperScript II (Invitrogen), and the second-strand cDNA was synthesized using RNaseH and DNA pol I (Illumina). Illumina GA sequencing adaptors were ligated to the cDNA ends. Double-stranded cDNA was size-fractionated by 6% PAGE, and cDNAs of 200 bp were recovered. cDNAs were amplified by 15 PCR cycles using Phusion DNA Polymerase (Finnzymes). Thirty-six-base-pair single-end-read RNA Seq tags were generated using an Illumina GA sequencer according to the standard protocol. RNA Seq tags that were mapped to the mouse reference genome sequences (mm9) without any mismatches were used. RNA Seq tags were correlated with RefSeq transcripts. All the original data set are publicized in GEO: GSE71464 (Molecular signature of Cd73 positive and negative cells in developing retina), GSE71462 (Differential expression of genes in photoreceptor and other retinal cells in developing retina), GSE71463 (Regulation of genes expression in photoreceptor and other retinal cells by histone H3 tri-methylation at K27 during retinal).

### Chromatin immunoprecipitation (ChIP) sequence

ChIP was performed as described^13^. Briefly, Frozen cell pellets (~6e + 6 cells) were resuspended in 350 μl of SDS lysis buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% SDS, 1 mM EDTA, Protease Inhibitor Cocktail; nacalai, 25955-11) and incubated at room temperature for 5 minutes. Then samples were sonicated using Sonifier 250A (Branson, output 2, duty cycle; 60% for 2 minutes) and centrifuged. For preparation of DynaBeads coupled with antibody solution, 40 μl of DynaBeads Protein G (life technologies, 10004D), 8 μg of anti-H3K4me3 antibody (Active motife, 39159) or anti-H3K27me3 antibody (Abcam, 6002) and 40 μl of SDS lysis buffer and 160 μl of ChIP dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, Protease Inhibitor Cocktail) were mixed and rotated for 4 hours at 4 °C. DynaBeads cocktail was mixed with 100 μl of sonicated chromatin solution and 400 μl of ChIP dilution buffer rotated overnight at 4 °C. Mixture was washed, and precipitates were eluted in 200 μl of elution buffer (50 mM Tris-Hcl, pH 8.0, 10 mM EDTA, 1% SDS) and incubated at 65 °C for 8 hours, then treated with Rnase A, Proeinase K, and DNA was purified using QIAquick PCR purification kit (QIAGEN). ChIP sequence was done as described previously^34^. All the original data sets are available through GEO (Fig. 1A).

### Retinal explant, and electroporation

Retinal explants and *in vitro* electroporation were performed as described elsewhere^35^,^36^. Full-length cDNAs encoding mouse Jmjd3 was obtained from Addgene (pCS2-Jmjd3-F, #17440). Amount of plasmids was 100 μ*g* for one retina. The electroporated retinas were cultured at 34 °C on a chamber filter (Millicell).

### Immunostaining

Immunostaining of sections was done as described previously^35^. The first antibodies, anti-Rhodopsin antibody (Rho4D2, kindly donated by Dr. R. S. Molday of The University of British Columbia), anti-Recoverin antibody (AB5585, Chemicon), were visualized by using appropriate Alexa Fluor dyes conjugated second antibodies (Molecular Probes). Samples were mounted in VectaShield (Vector Laboratories) and analyzed by using a Zeiss Axio Vision 4.6 microscope.

### Analysis of RNAseq Results

The sequence reads were aligned to the mouse reference genome assembly (NCBI37/mm9) using TopHat (v2.0.8b) with the option (–coverage-search –max-multihits 50)^37^. Then, fragments per kilobase of exon per million mapped fragments (FPKM) was calculated from the aligned reads by using CuffLinks (v2.1.1) with the default option^37^ as follows. The expression of each transcript was quantified as the number of reads mapping to a gene divided by the gene length in kilobases and the total number of mapped reads in millions. By using CuffLinks, 23021 genes expression values (FPKM) were estimated, and small RNAs such as miRNAs were excluded, and remaining 19954 genes were subjected to following analyses. FPKM was converted into log2 scale unless otherwise indicated.

### Analysis of ChIPseq Results

The sequence reads were aligned to the mouse reference genome assembly (NCBI37/mm9) using Bwa (v0.6.2)^38^ with default parameters. The output bam files were converted to bedgraph files using Bedtools (v2.16.2)^39^ to count the depth at each genome position. The histone modification score of H3K4me3 and H3K27me3 were calculated as follows. For test samples and input samples, the 1050 bp-window tags (50 bp sliding) were counted, and number of tags at each position was divided by the number of total tags. The values of the test samples were subtracted by that of input samples at each genome position. The values were converted into log2 scale, and the averaged values in TSS +/−5 kb (Refseq genes except for small RNAs) were subjected to quantile normalization.

### Clustering of RNAseq data by K-means and DAVID analysis, and Hierarchical clustering

Clustering of FPKM values of all the RNAseq data (Supplemental Fig. 1) was done by using K-means algorism of GeneSpring (v12.6.1, Agilent Technologies). K = 15, which gave good resolution of clustering, was used. Then the GO term enrichment analysis by DAVID (v6.7) to highlight the most relevant GO terms associated with a gene list of each clusters was performed. The p-value of GO terms with the Benjamin-value of more than 0.25 was converted into –log10. Then, we used Hierarchical clustering algorism (GeneSpring) to sub-group the 14 clusters (we omitted one cluster with almost no expression levels) after K-means based on the converted GO term p-value (Supplemental Fig. 1b). We also used Hierarchical clustering algorism (GeneSpring) to categorize bipolar-, amacrine-, and retinal ganglion-specific genes (Roska) based on the FPKM value (E15, E18 and P2, P5 and P8 samples classified into Cd73PC and Cd73NC. Then the genes, which did not show Cd73NC specific expression, were omitted (grey colored genes in Supplemental Fig. 4b–d). The remaining cell type specific gene sets (Supplemental Fig. 4e–g) were categorized again using hierarchical clustering algorism by GeneSpring based on the histone modification score of H3K4me3 and H3K27me3 (Fig. 4).

### Mapping of binding peaks of using ChIPseq data of retina specific transcription factors

For mapping of binding peaks of the transcription factor, following public available data were used; Nrl (National Eye Institute, Hong PLoS-Genet-2012)^9^, Otx2 (GSE54084)^21^, Crx (GSE20012)^20^. The sequence reads in the fastq files were aligned to the mouse reference genome assembly (NCBI37/mm9) using Bwa (v0.6.2) with default parameters. Peaks were then called on all data sets using MACS (v1.4.2). To assign target genes to each peaks we utilized the Genomic Regions Enrichment of Annotations Tool (GREAT, http://bejerano.stanford.edu/great/public/html/index.php)^40^. GREAT analysis was performed against a whole genome background and using the “basal plus extension” association rule, that defines the gene regulatory domain covering 5 kb upstream and 1 kb downstream from the TSS, plus additional regions, which correspond to extension in both directions up to 5 kb, were considered.

## Additional Information

**How to cite this article**: Ueno, K. *et al*. Transition of differential histone H3 methylation in photoreceptors and other retinal cells during retinal differentiation. *Sci. Rep.* **6**, 29264; doi: 10.1038/srep29264 (2016).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
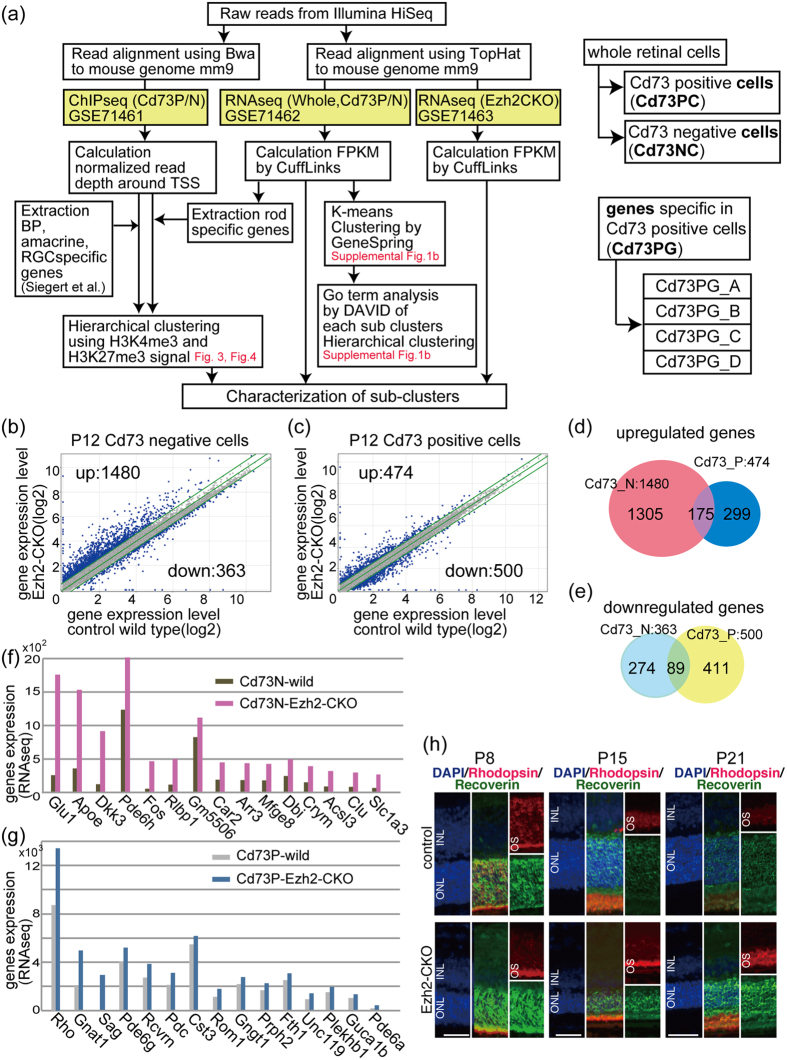
Modulation of Ezh2 or Jmjd3 resulted in reduced thickness of INL and ONL. (**a**) Schematic diagram of the flow of analyses. Right panels show definition of the cells and genes. (**b,c**) Gene expression levels of Cd73 negative (**b**) or Cd73 positive (**c**) populations of wild control (horizontal axis) and Ezh2-CKO (vertical axis) are shown. Diagonal lines indicate median (middle line) and +/−1.5 fold difference values (upper and lower lines) in the absolute value. Numbers of genes with more or less than 1.5 times of expression level in Ezh2-CKO retina than control were indicated as up or down, respectively, and are shown in the corner of panels. (**g,h**). Venn diagram showing overlapping of genes of up (**d**) or down (**e**) regulated genes in Ezh2-CKO retina. (**f,g**) Top 15 genes of upregulated in Cd73 negative cells (**f**) or Cd73 positive cells (**g**) of Ezh2-CKO retina. (**h**) Immunostaining patterns of Rhodopsin and Recoverin of Ezh2-CKO or control retina at indicated developmental stages. Nuclei were stained with DAPI. INL, inner nuclear layer; ONL, outer nuclear layer; OS, outer segment. Scale bars = 50 μm (**h**).

**Figure 2:**
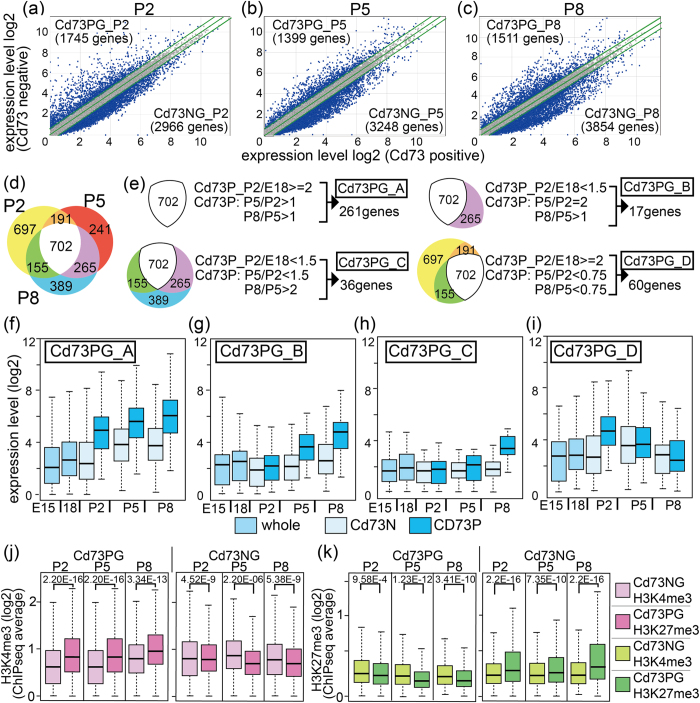
Comparison of RNAseq data of Cd73 positive and negative cell fraction from developing retina. RNAseq of whole retina at E15 and E18, or purified cell fractions of Cd73 positive (Cd73PC) and Cd73 negative (Cd73NC) at P2, P5, and P8 was done. (**a–c**) Global gene expression levels of Cd73PC (horizontal axis) and Cd73NC (vertical axis) patterns at P2 (**a**), P5 (**b**), and P8 (**c**). Diagonal lines indicate median (middle line) and +/−1.5 fold difference values (upper and lower lines). Genes predominantly expressed in either fraction was designated as Cd73P genes (Cd73PG) and Cd73N genes (Cd73NG). The genes were considered Cd73PG or Cd73NG only if expressed at >1.5 fold than opponent fraction. (**d**) Overlapping of upregulated genes in each stage are shown as Venn diagram. (**e**) Genes were grouped by their expression patterns, and classified groups were designated as a to d. (**f–i**) Box plot of average expression level of genes categorized to groups Cd73PG_A to _D. **(j,k**) ChIPseq for H3K4me3 or H3K27me3 was done using Cd73PC or Cd73NC fraction of retina at P2, P5, and P8. Average values of H3K4me3 (**j**) or H3K27me3 (**k**) signals of +/−5kb of TSS in each gene loci of genes in Cd73PG or Cd73NG are shown. Statistical significance values calculated by Kolmogorov-Smirnov test are shown in the top of each panel in (**j,k**).

**Figure 3:**
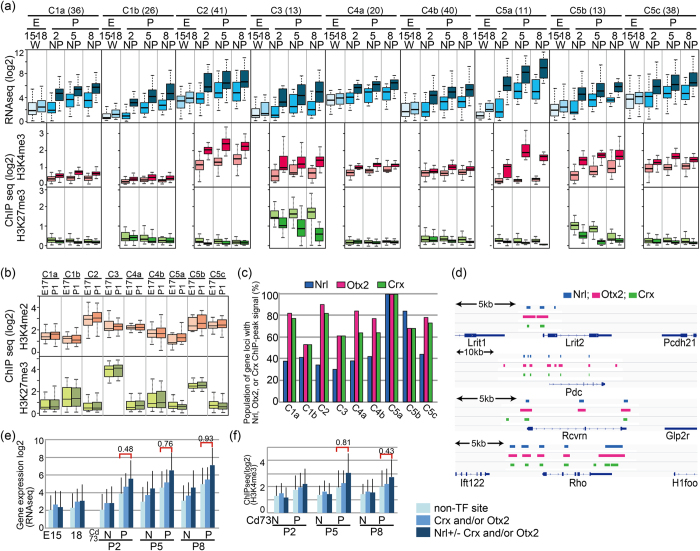
Histone H3K4me3 and H3K27me3 modification of retinal gene loci of Cd73P specific genes. (**a**) Genes of Cd73P were sub-clustered to C1a to C5c, and average levels of gene expression (RNAseq), H3K4me3 (ChIPseq), and H3K27me3 (ChIPseq) of each sub-cluster are shown. E, embryo; P, postnatal; W, whole retinal cells; N, Cd73 negative cells; P, Cd73 positive cells. The digits under E or P indicate days after fertilization or birth, respectively. (**b**) H3K4me2 and H3K27me3 levels of genes in sub-clusters at E17 and P1 whole retina were calculated from data of Popova *et al*.^15^, and average values are shown. (**c**) Presence of ChIP peak signals of Nrl^9^, Crx^20^, or Otx2^21^ was examined for 5 kb +/− region of TSS in gene loci of the sub-clusters. Population (%) of genes having ChIP peak signals in each sub-clusters is shown. (**d**) Genomic browser tracks of Nrl, Otx2, and Crx binding peaks in representative Cd73P-genes. (**e,f**) Average gene expression level (**e**) and H3K4me3 level (**f**) of genes having ChIP peaks of Nrl, Otx2, or Crx in their genomic loci are shown. p values were calculated by student’s T test, and effect size of the results was examined by Pearson’s correlation coefficient (r).

**Figure 4:**
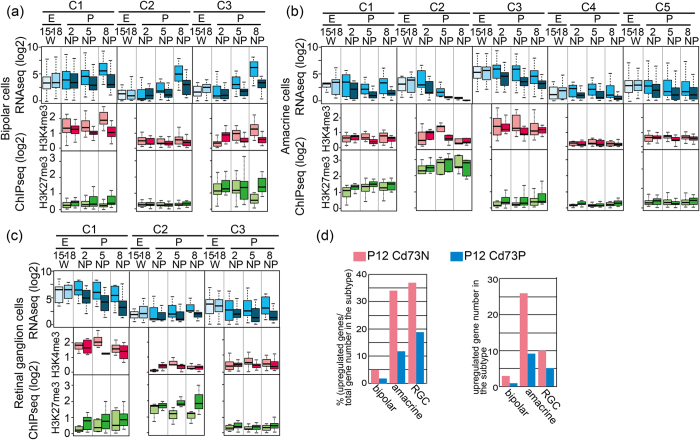
Analysis of RNAseq, ChIPseq data of bipolar, amacrine, and retinal ganglion cell specific genes. (**a–c**) Genes of bipolar (**a**), amacrine (**b**), or retinal ganglion cell (RGC, **c**) were sub-clustered (Supplemental Fig. 4), and average levels of gene expression (RNAseq), H3K4me3 (ChIPseq), and H3K27me3 (ChIPseq) of each sub-cluster are shown. E, embryo; P, postnatal; W, whole retinal cells; N, Cd73 negative cells; P, Cd73 positive cells. The digits under E or P indicate days after fertilization or birth, respectively. (**d**) Population and number of upregulated genes in Ezh2-CKO of bipolar, amacrine, RGC specific genes is shown. Genes are considered as upregulated only if expression is 1.5 fold higher in Ezh2-CKO than control.

**Figure 5:**
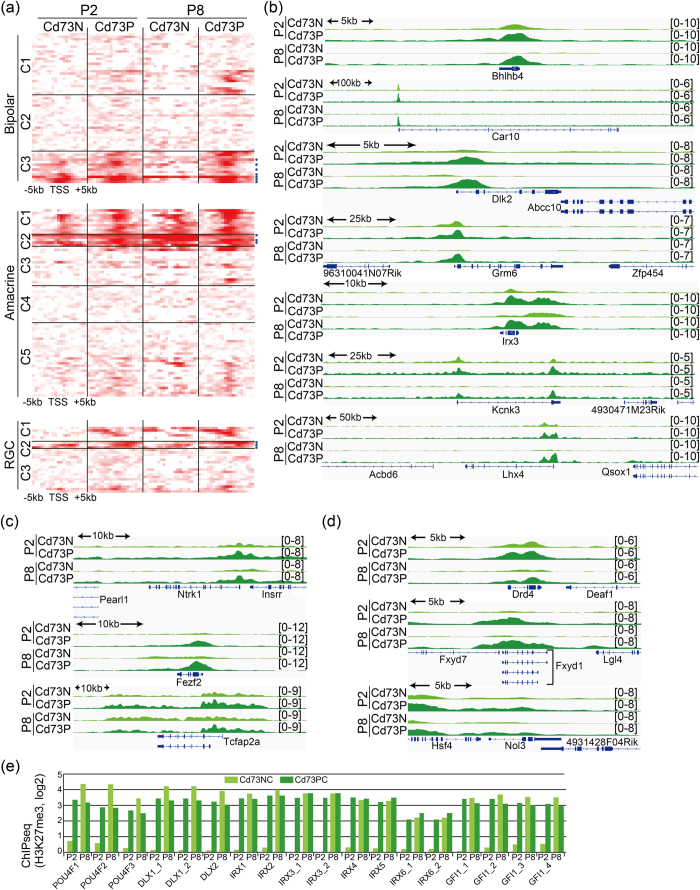
Genome browser tracks of H3K27me3 signals in gene loci of bipolar, amacrine, RGC. (**a**) Heat map of H3K27me3 occupancy for 10 kb region around TSS. Each row indicates H3K27me3-modified DNA fragment. Colors indicate enrichment for H3K27me3. Order of genes is the same order with that in Supplemental Fig. 4. (**e–g**) Genome browser snapshots showing the indicated region of log2 ratio enrichment for H3K27me3. Genes in C3 subclass of bipolar (**b**), C2 subclass of amacrine (**c**), and C2 subclass of RGC (**d**) are shown.

**Table 1:** Number and population of upregulated, or downregulated genes.

subtype	gene number	upregulated in Ezh2-CKO						downregulated in Ezh2-CKO					
		Cd73N specific (1305)		common (175)		Cd73P specific (299)		Cd73N specific (274)		common (89)		Cd73P specific (411)	
		No	%	No	%	No	%	No	%	No	%	No	%
Cd73P_A	261	21	8	2	1	18	7	10	4	0	0	2	1
Cd73P_B	36	0	0	0	0	7	19	4	11	0	0	1	3
Cd73P_C	17	2	12	0	0	5	29	0	0	0	0	1	6
Cd73P_D	60	11	18	3	5	2	3	3	5	2	3	9	15
Bipolar	61	2	3	1	2	0	0	1	2	12	20	18	30
Amacrine	76	20	26	6	8	3	4	3	4	0	0	9	12
RGC	27	6	22	4	15	1	4	2	7	0	0	0	0

Genes are considered as upregulated or downregulated only if expression is 1.5 fold higher or lower in Ezh2-CKO than control retina. Venn diagram showing overlapping of genes of upregulated or downregulated are available in Fig. 1g,h.

# Supplementary material for: Transition of differential histone H3 methylation in photoreceptors and other retinal cells during retinal differentiation
**Source:** Sci Rep. 2016 Jul 5;6:29264. doi: 10.1038/srep29264

***Transition of differential histone H3 methylation in photoreceptors and other retinal cells during retinal differentiation***

Key words: retina, histone modification, differentiation, photoreceptors

Running title : Histone methylation pattern of retinal genes during development

Authors: Kazuko Ueno*1, 2, Toshiro Iwagawa*1, Hiroshi Kuribayashi1, Yukihiro Baba1, Hiromitsu Nakauchi3, Akira Murakami4, Masao Nagasaki2, Yutaka Suzuki5, and Sumiko Watanabe1

***Supplemental Fig. 1 Clustering analysis of RNAseq data of developing retinas using K-means***

Gene expression pattern obtained by RNAseq was clustered by using K-means into 15 groups, and the clusters were designated as C0-C14. (a) Expression patterns of each cluster. Values under cluster name are number of genes belong to each group. (b) All clusters except for C2 were served to gene ontology (GO) analysis. Then, GO terms, which have less than 0.25 Benjamini value, were chosen (Supplemental Table 1), and clustering was done using -log10 Benjamini values by DAVID analysis.

***
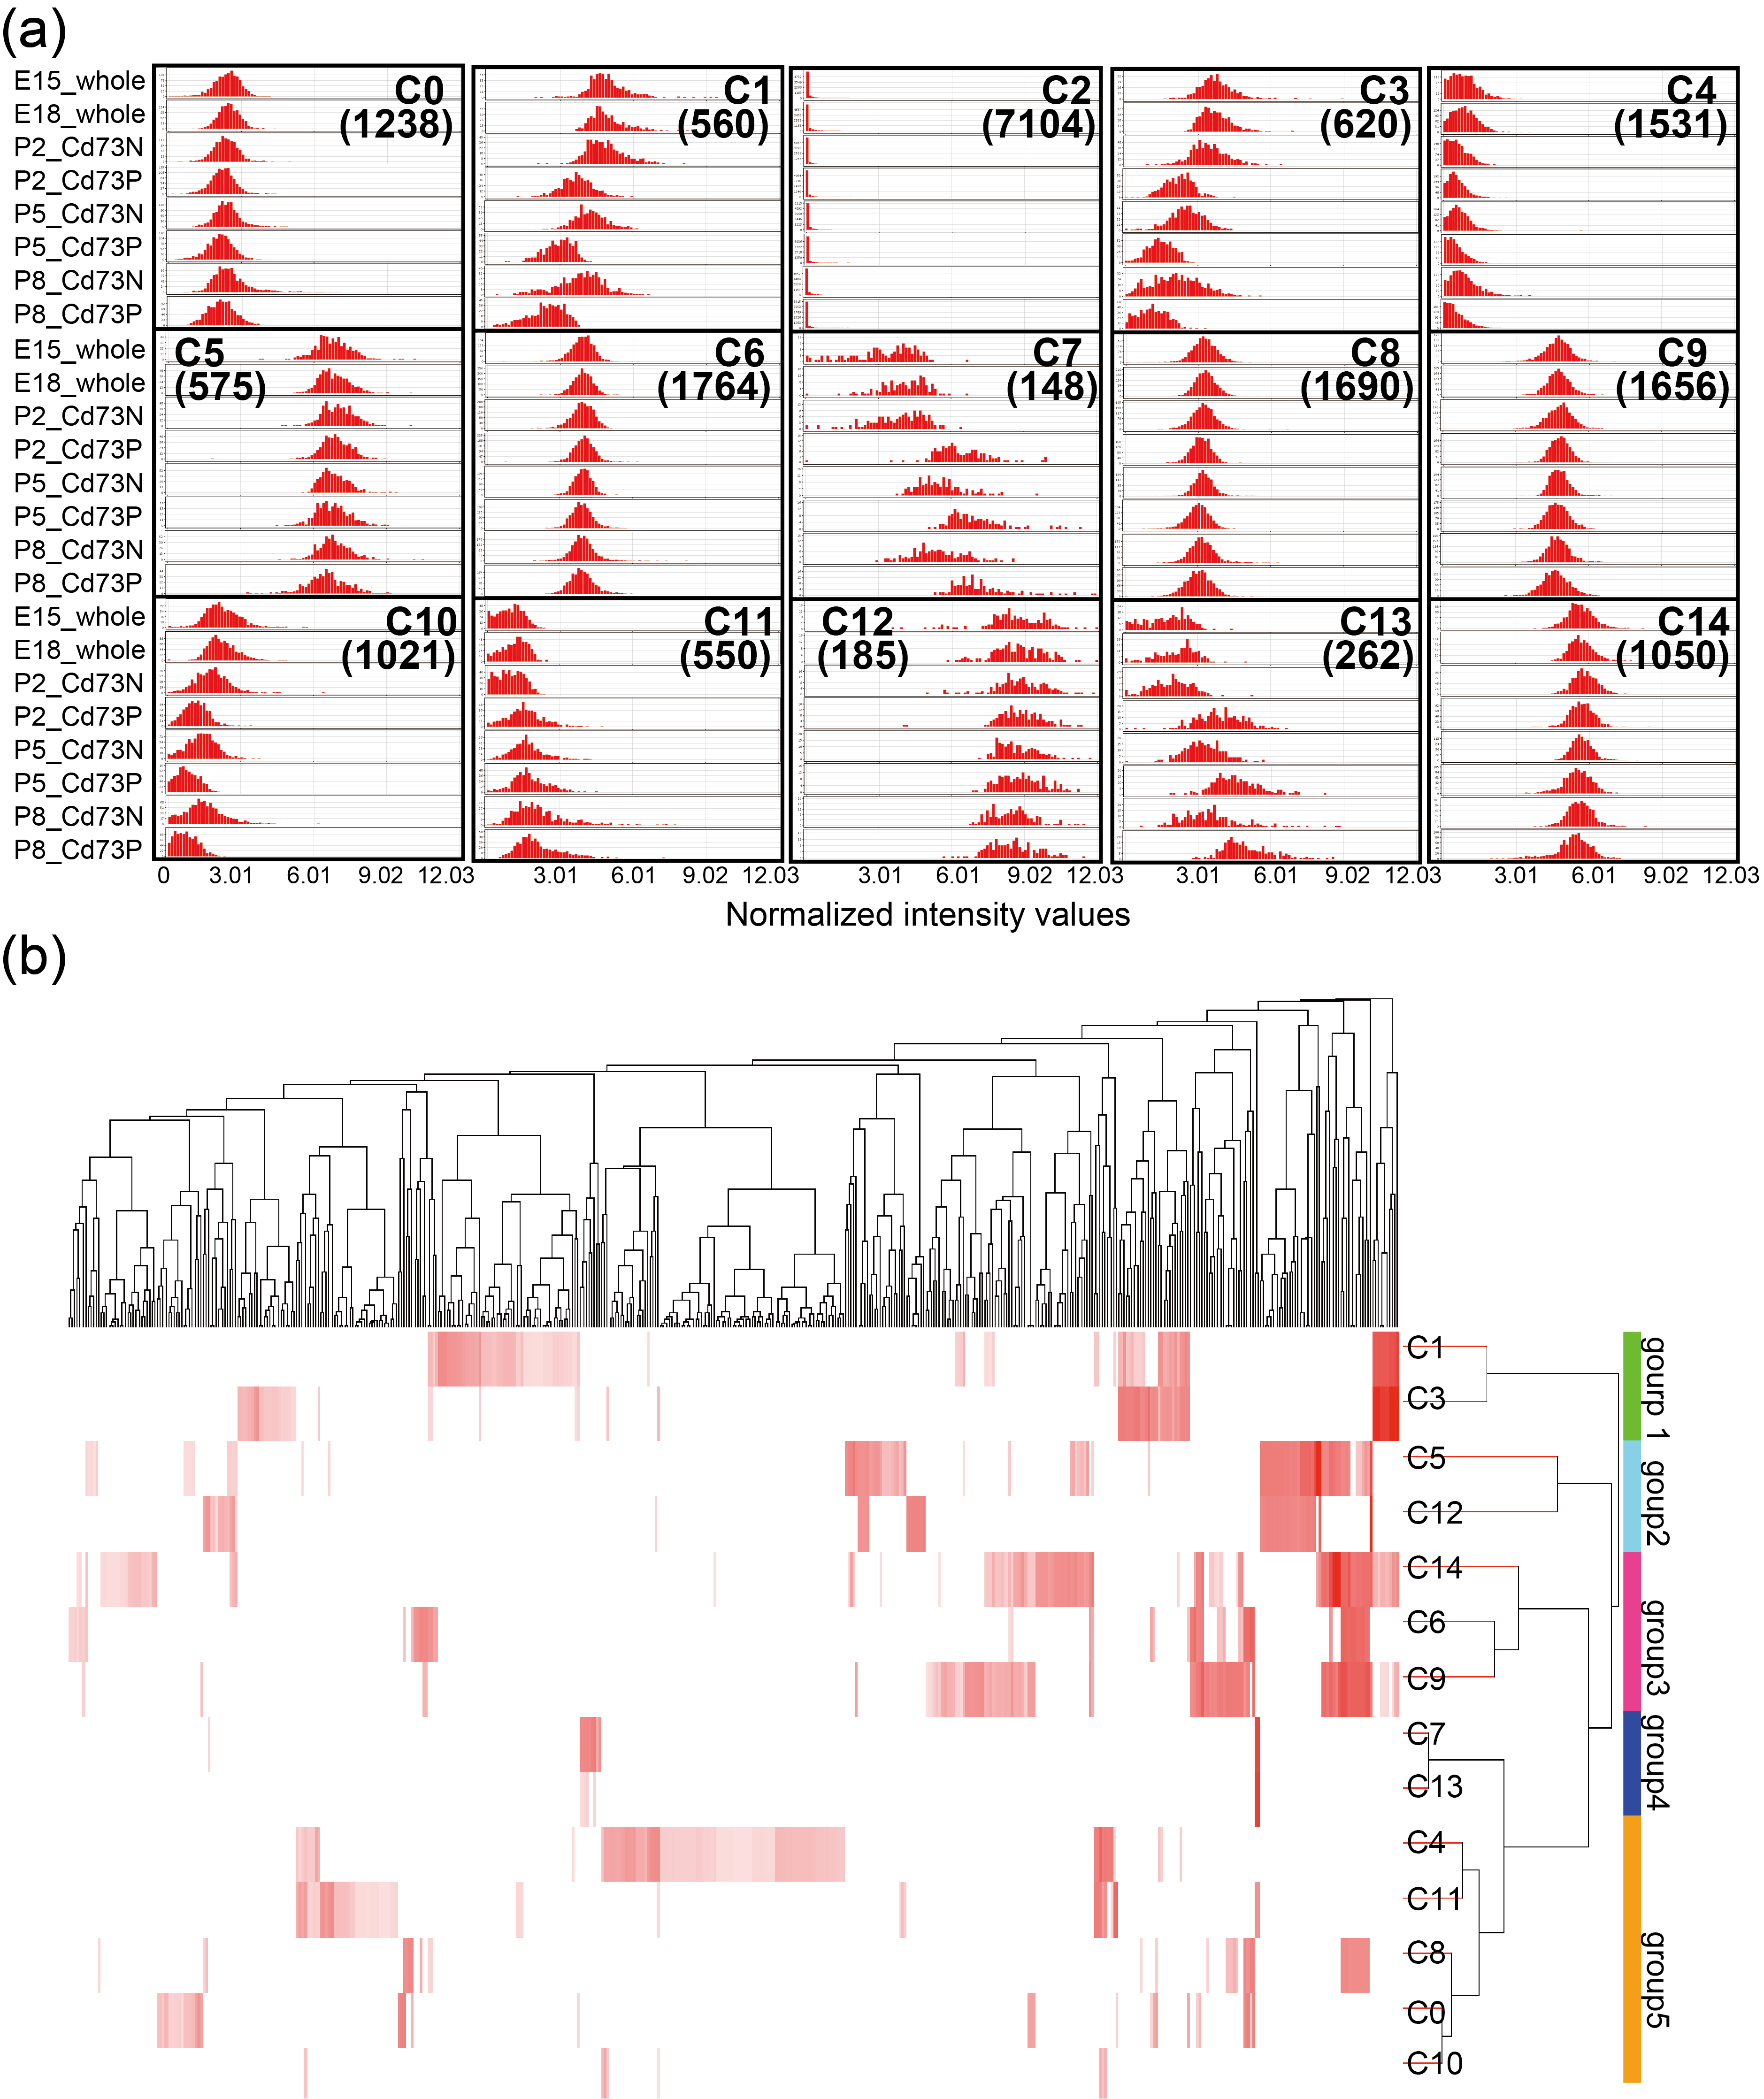
***

***Supplemental Fig. 2 Differential expression of retinal subtype specific genes in either Cd73P or Cd73N cell population, and confirmation of expression of genes with low fold change in RNAseq by qPCR***

(a) The expression patterns of several genes reported to be expressed in certain retinal cell-specific gene subsets in Cd73N or Cd73P fractions. N/P indicates % expression in Cd73NC versus Cd73 PC, and vice versa (P/N). (b-d). Expression of genes with less than 2.0-fold changes between Cd73PC and Cd73NC in the RNAseq data was examined by qPCR using newly prepared cells. Independent experiments were performed three times, and average values with standard deviation are shown. p values were calculated by student’s T test, *<0.05, **<0.01. Digits in interrupted bars indicate average and standard deviation in parentheses.

***
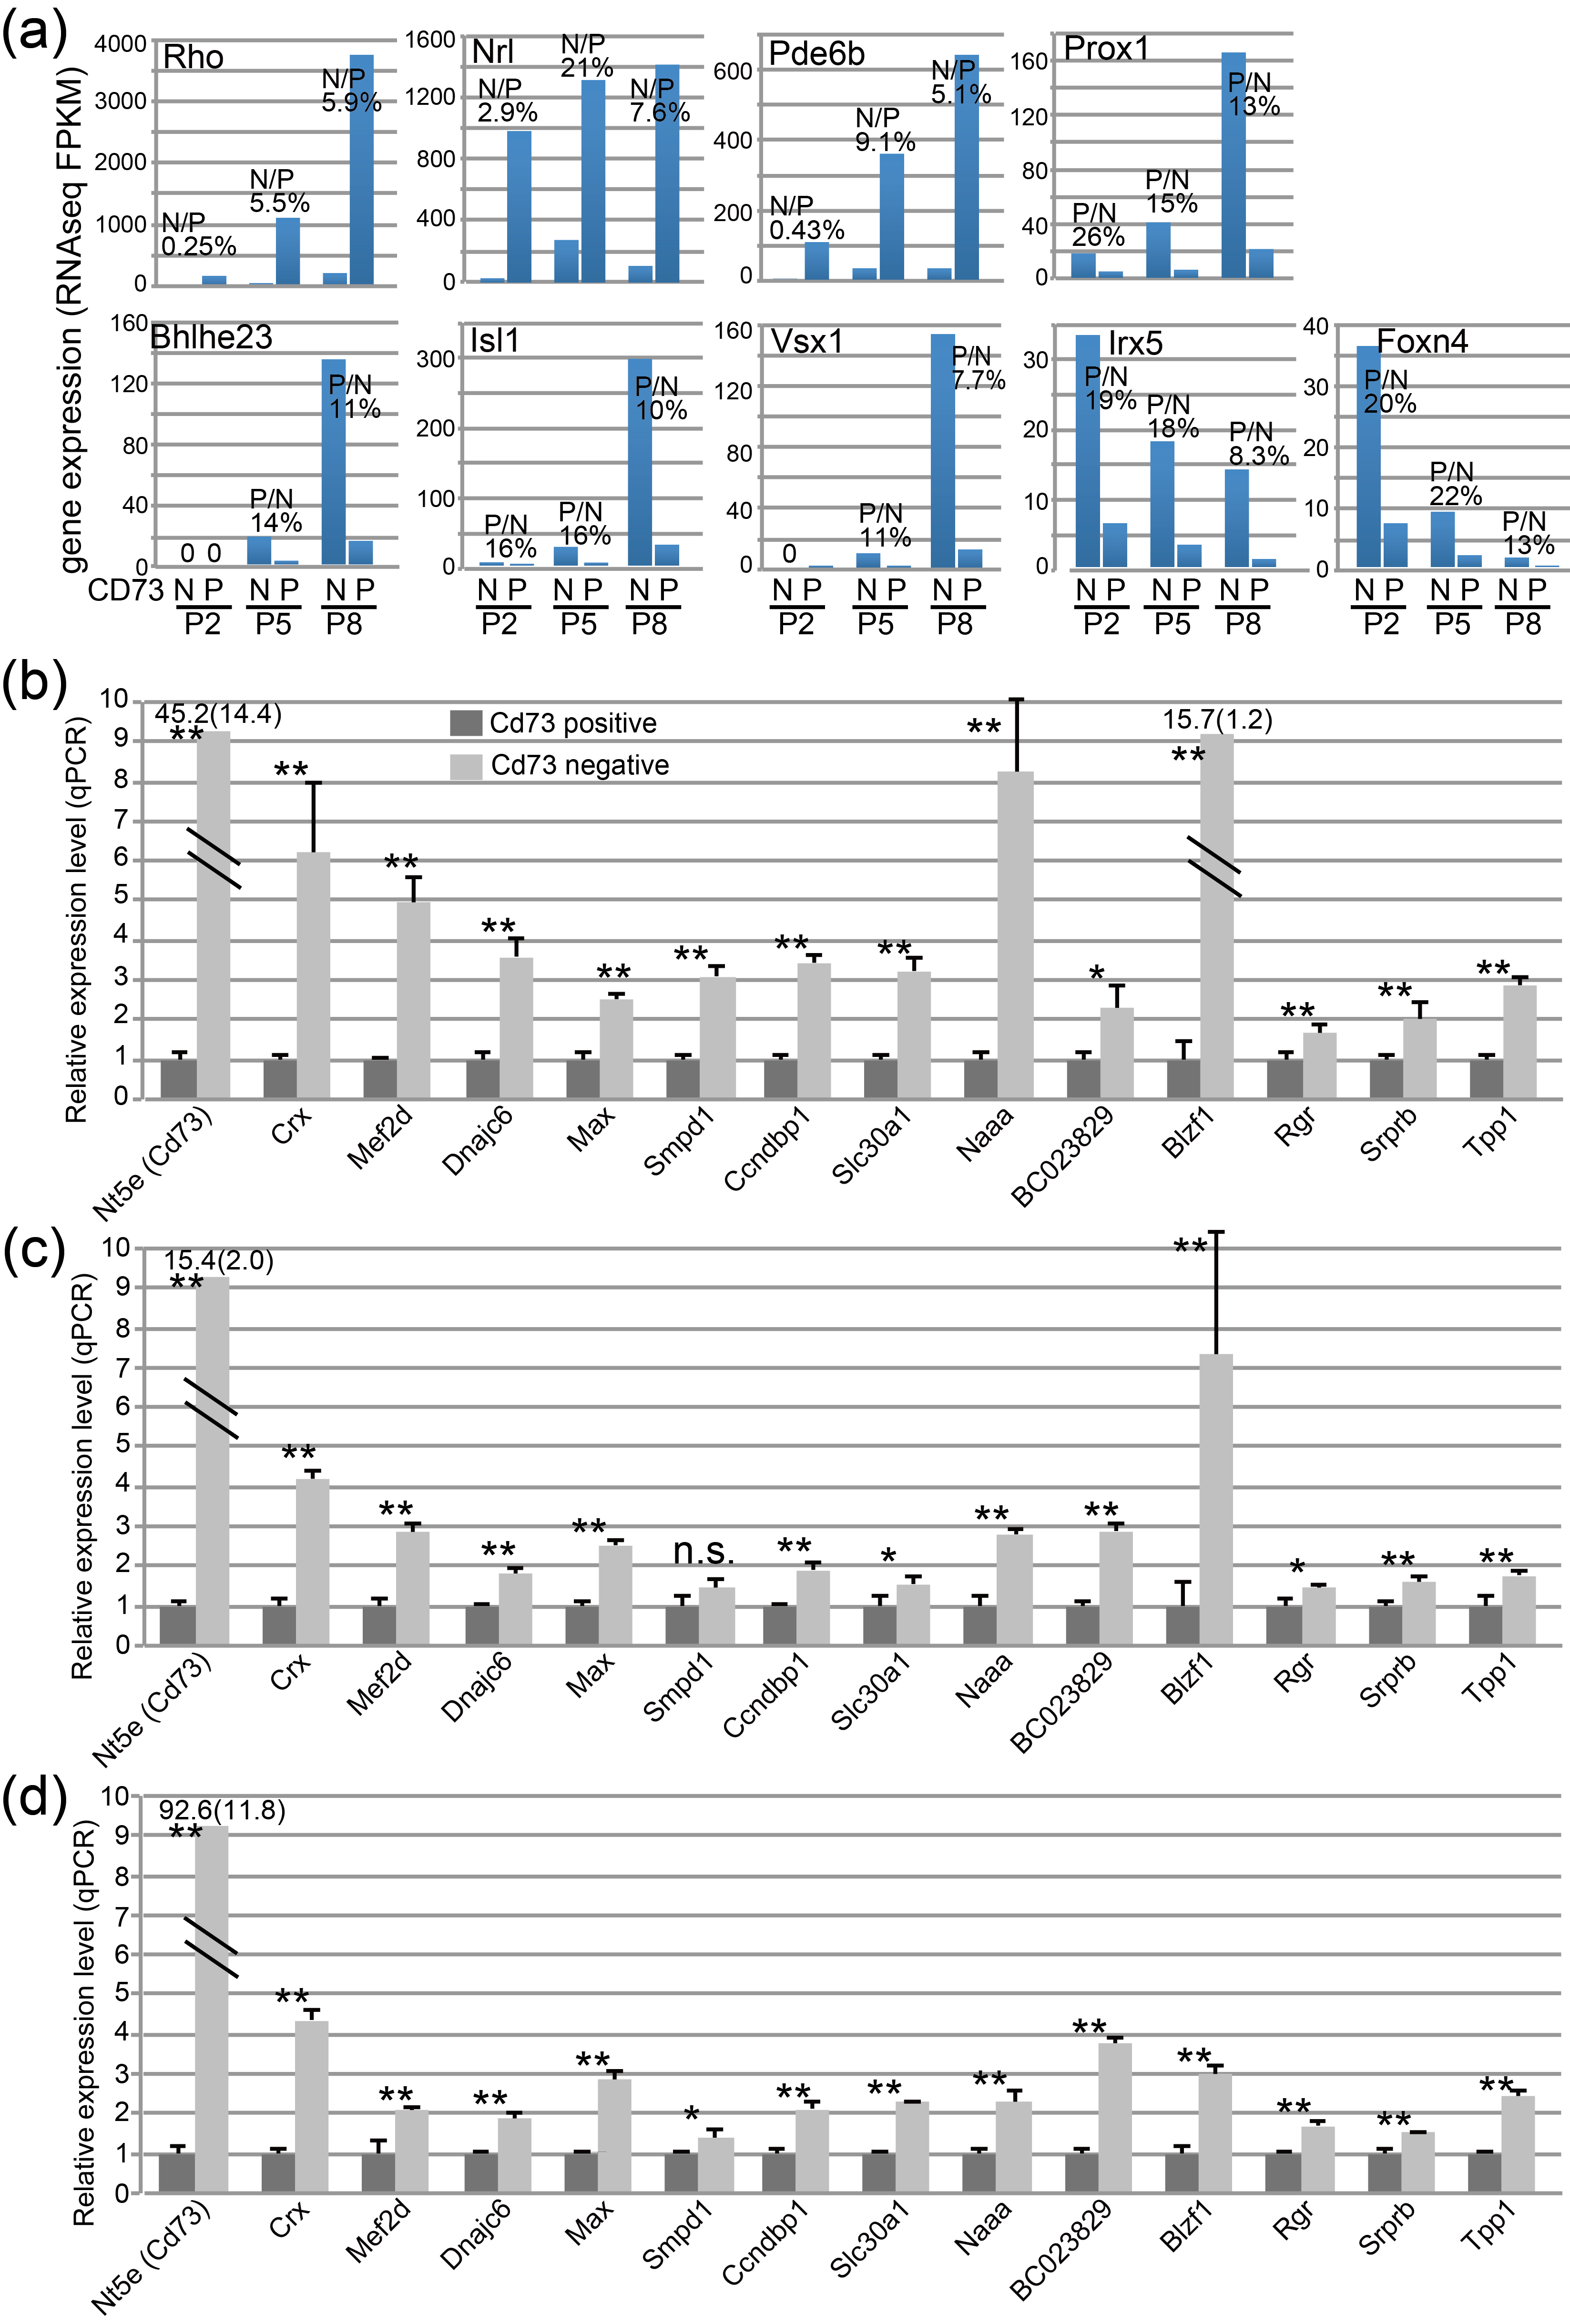
***

***Supplemental Fig. 3 Histone H3K4me3 and H3K27me3 modification of Cd73P expressing gene loci***

ChIP sequence of HistoneH3K4me3 and HistoneH3K27me3 was done using Cd73P or Cd73N retinal cell fractions at P2, P5, and P8. Cumulative values of ChIPseq signals at +/- 5 kb region of TSS of each gene was calculated. (a) Gene expression level (horizontal axis) and H3K4me3 or H3K27me3 levels (vertical axis) in cell fractions of Cd73P (Cd73PC) or Cd73N (Cd73NC) at P2, P5 and P8 are shown as scattered plot. Correlation coefficient R value is shown in the upper-right corner of each panel. Significant level alpha (two-tailed probability) was calculated by correlation coefficient r table, and red diagonal line in the panels indicates that samples have correlation value lower than 0.01. Names of genes with high values of both expression and H3 modification are shown in b and c, d, e. Genome browser tracks of H3K4me3 (d) or H3K27me3 (e) signals in gene loci of the genes in the boxes (b, c) are shown.

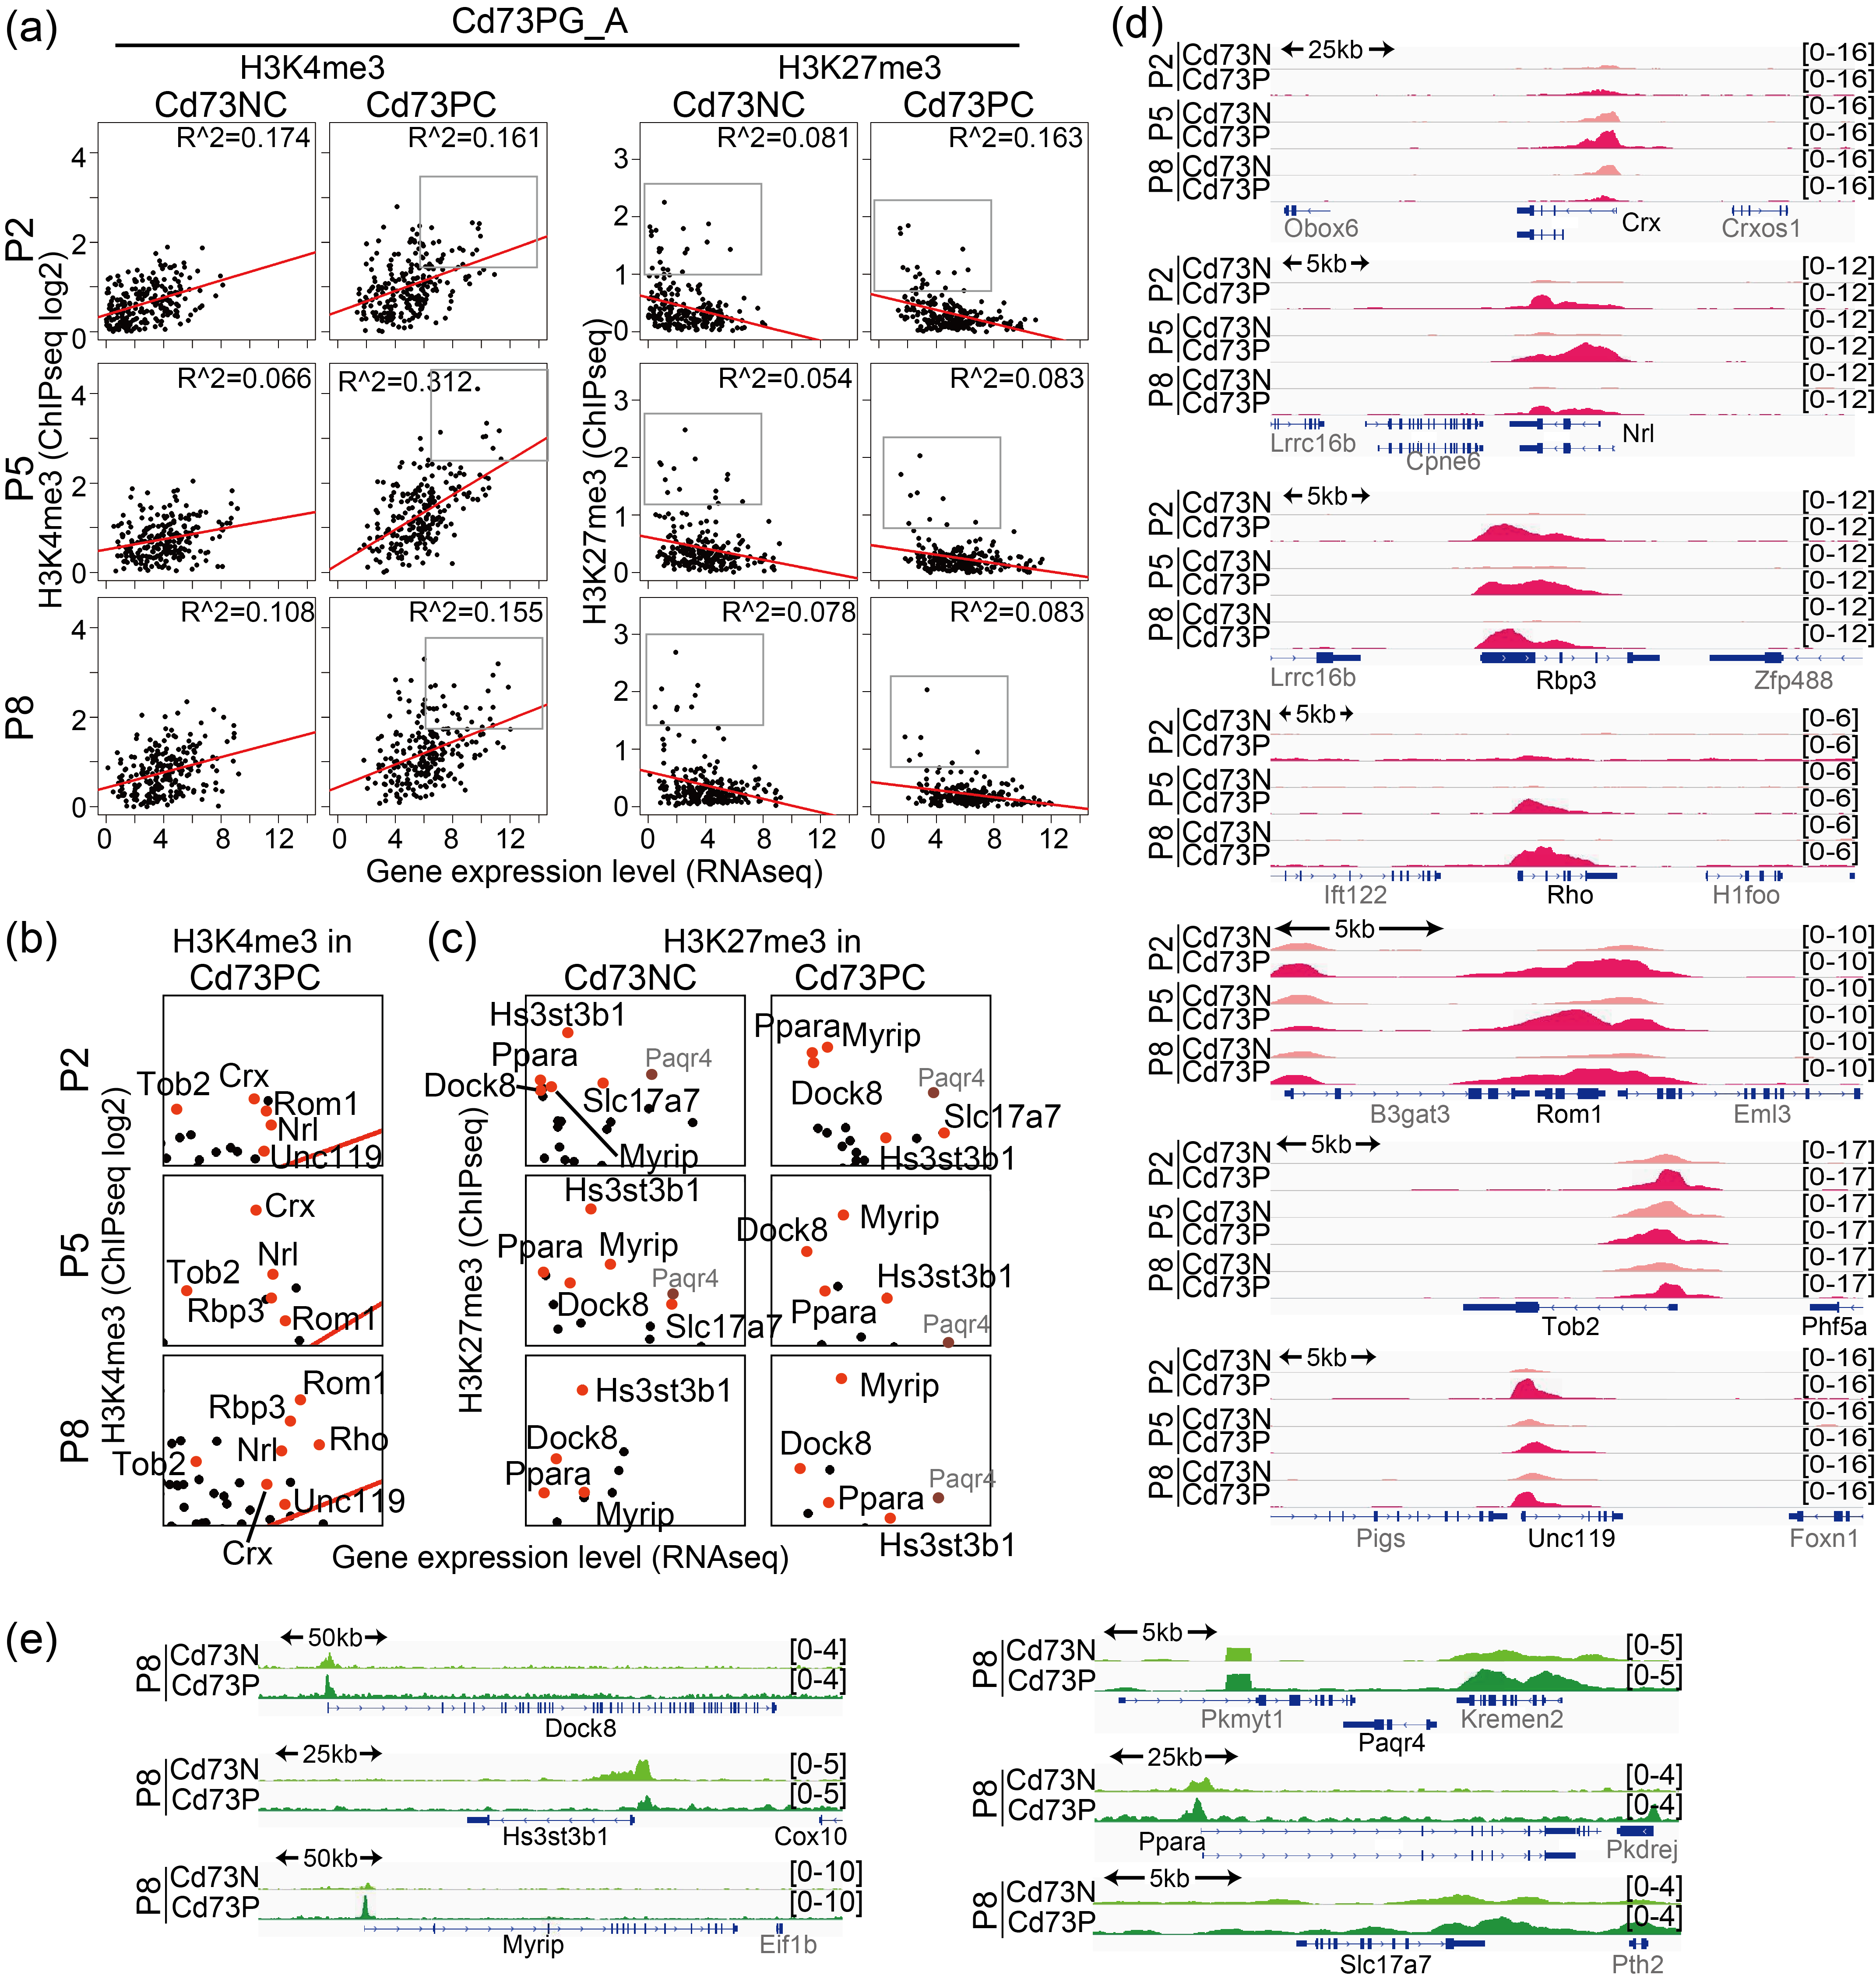

***Supplemental Fig. 4 Clustering of genes in retinal sub-population***

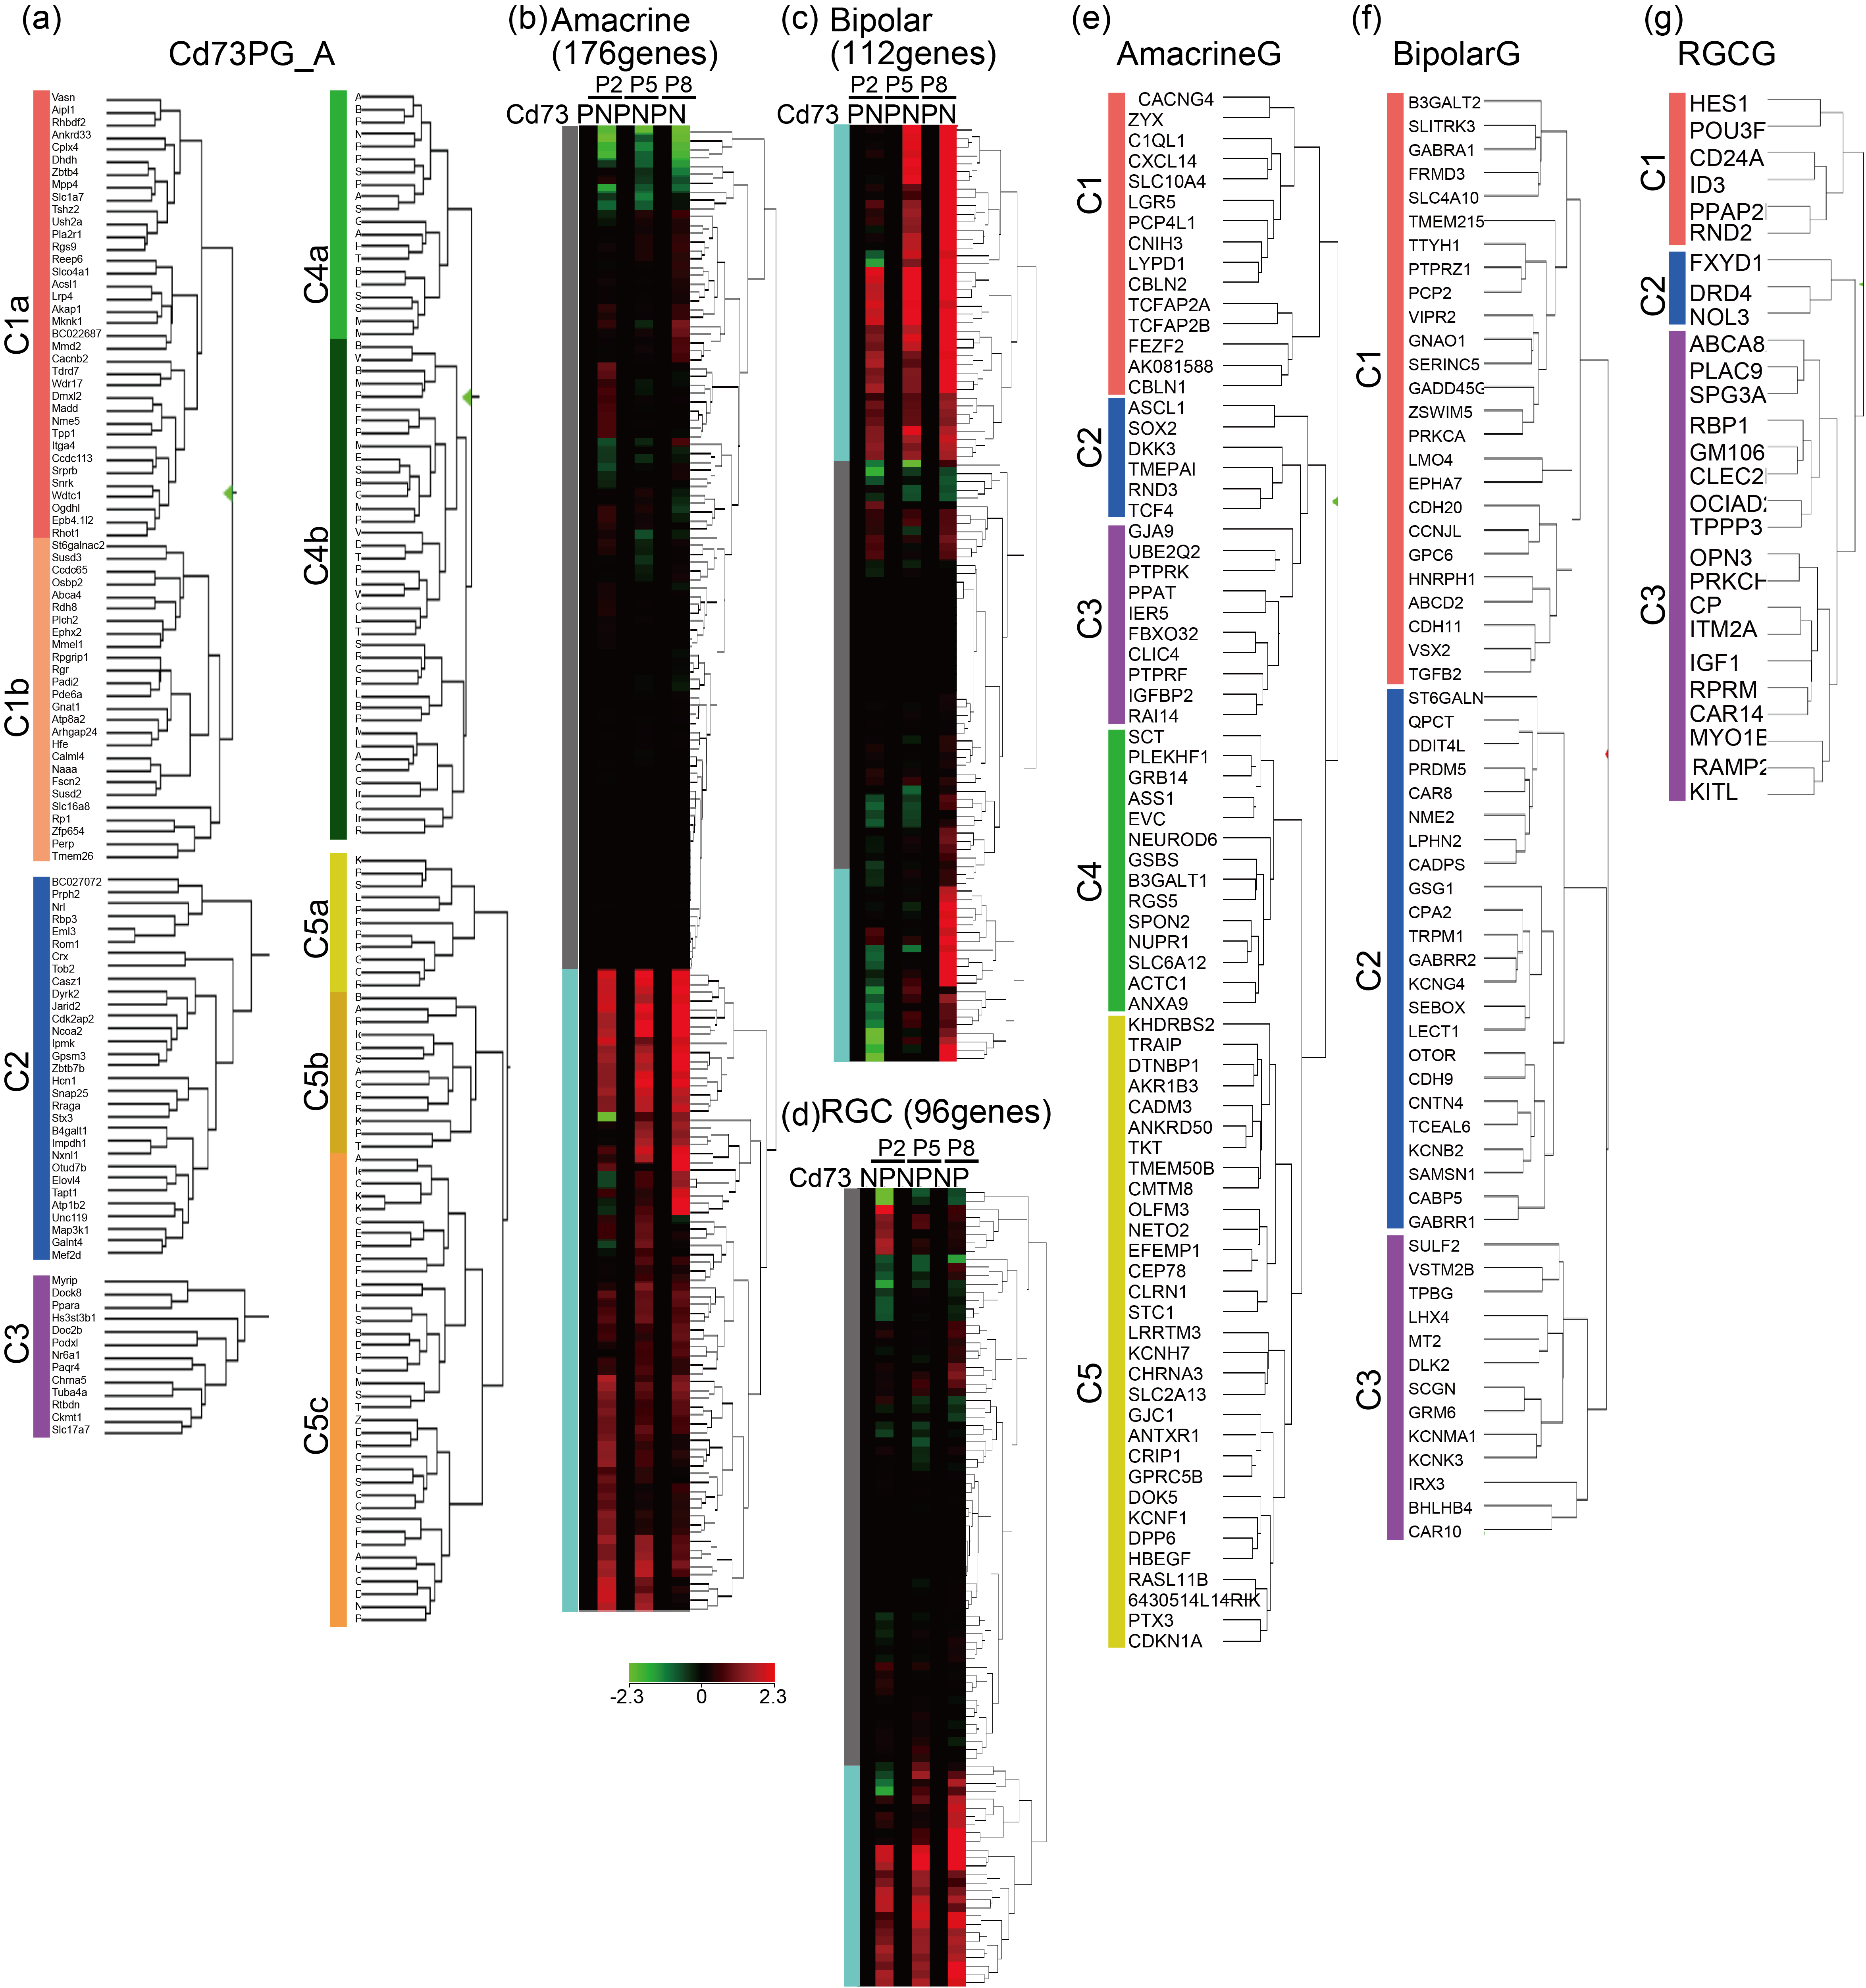

***Supplemental Fig. 5 Genome browser tracks of H3K27me3 signals of photoreceptor related genes which were upregulated in Ezh2-CKO***

(a) Genome browser tracks of H3K27me3 signals from ChIPseq data in gene loci of the Cd73P_A genes, upregulated in Cd73PC fraction of Ezh2-CKO retina. Snapshots showing the log2 ratio enrichment for H3K27me3 of Cd73NC and Cd73PC fractions at P8 wild type retina. (b) Expression level of Cdkn2a examined by RNAseq/ Gene expression levels were quantified by RNAseq data of Cd73PC and Cd73NC of control or Ezh2-CKO retina at P12. (c) Genome browser tracks of H3K27me3 signals from ChIPseq data in Cdkn2a gene locus in Cd73N and CD73PC fractions at P8 wild type retina.

***
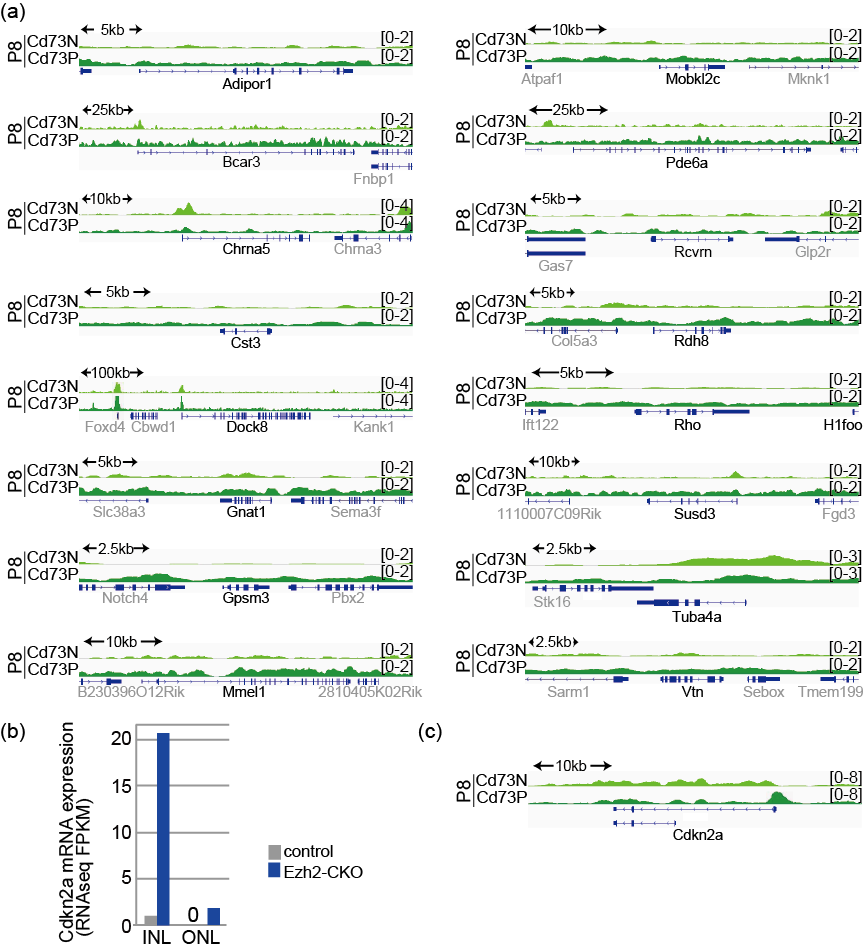
***

***Supplemental Fig. 6 Histone H3K4me3 and H3K27me3 modification of retinal genes expressed in bipolar, amacrine, and retinal ganglion cells***

List of genes specifically expressed in bipolar, amacrine, and RGC are shown in Supplemental Fig. 3. Correlation of expression level of these genes and H3K4me3 or H3K27me3 modification level (cumulative values at 5kb+/- TSS) of these gene loci is shown. Scattered plot of bipolar genes (a), amacrine genes (b), and retinal ganglion genes (c) are shown. Correlation coefficient R value is shown in the upper-right corner of each panel. Significant level alpha (two-tailed probability) was calculated by correlation coefficient r table, and red line was appeared in panels only when samples have correlation value lower than 0.05. Correlation value; ** <0.01, * <0.05.

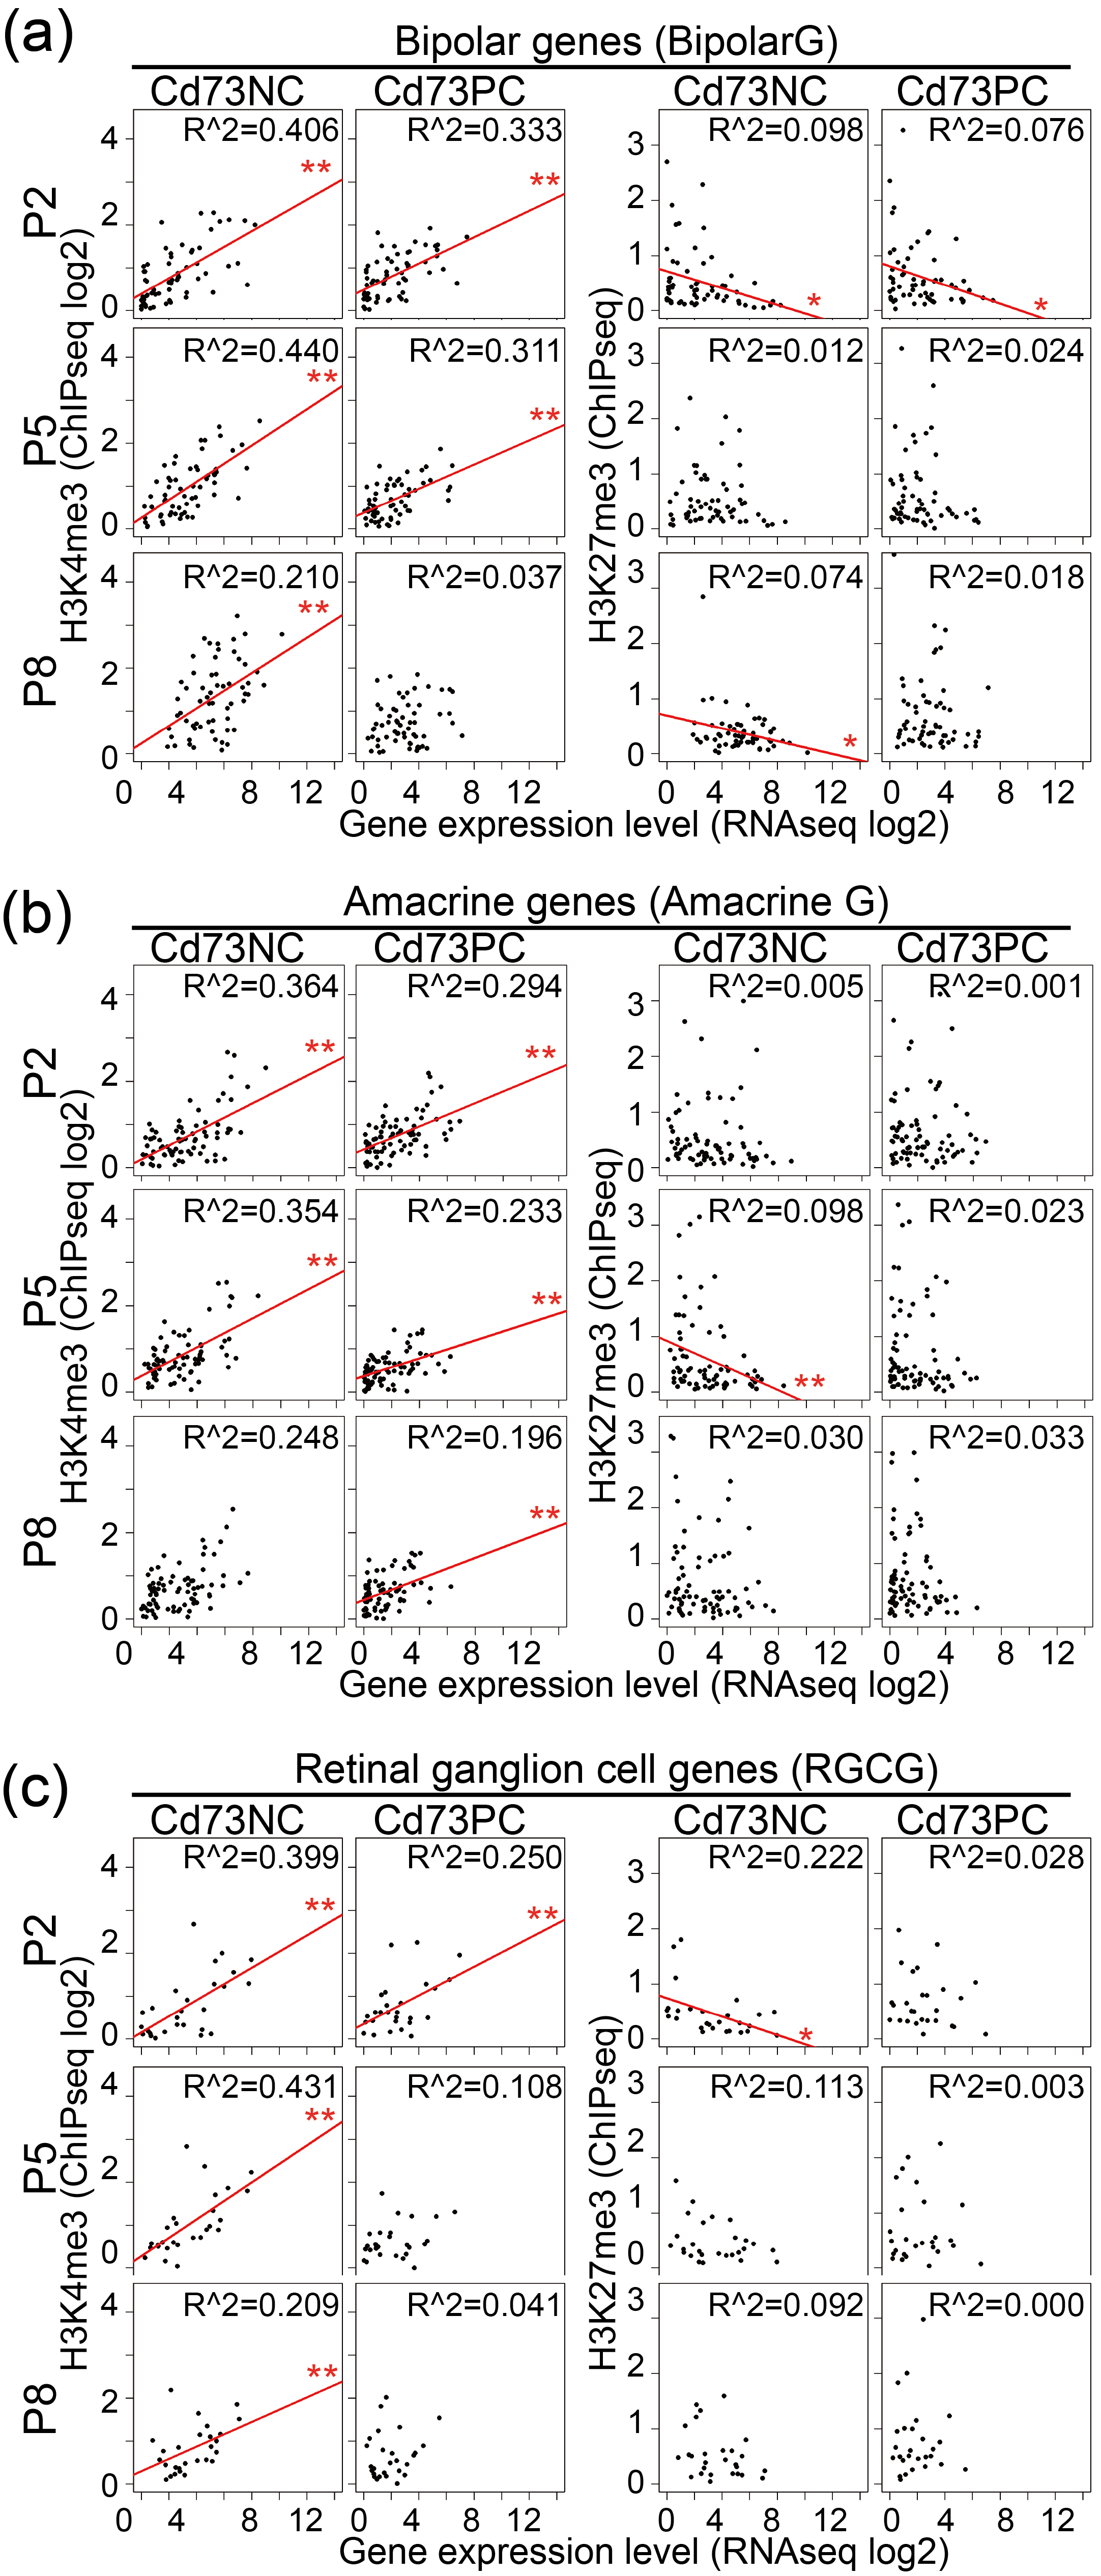

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

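Gene expression was measured by RNA sequencing in 8 samples: whole mouse retinas at E15 and E18, and the Cd73PC and Cd73NC fractions sorted from retinas at P2, P5, and P8. There was 1 library per condition, so no replicate error could be estimated, no sample could be left out in turn, and no model across replicates was fitted. The ChIPseq, the Ezh2-CKO retinas, and the qPCR of the paper are not in the files analysed here.

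The authors aligned reads of 36 bases to NCBI37/mm9 with TopHat, estimated expression with Cufflinks at default settings, and deposited a table per library with the FPKM of 23021 rows, its lower and upper confidence bounds, and a status. FPKM is already divided by transcript length and by the number of mapped fragments, and read counts are not in the files analysed here. Between 4 and 10 rows per library have the status of a failed estimate and an FPKM of 0, and these were taken as missing values. In 1428 to 2170 rows per library the deposited FPKM lies outside its own bounds, nearly always above the upper bound, so the bounds were used only as an alternative filter and beside single genes. Start coordinates in the files count from 0, and 1 was added to print them. The build was checked against a gene annotation of NCBIM37: of 20824 genes with 1 row and the same symbol, 20805 were on the same chromosome and 20759 overlapped, and for 12222 an annotated transcript began exactly 1 base after the start in the file.

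Depth was read from the files as far as they allow. Rows below FPKM 0.3 in both libraries of a pair gave ratios that piled up at fixed values, as they do when each FPKM is a whole number of reads, and the most common ratio gave the depth relative to E18 whole retina. This ranged from 0.965 (E15 whole retina) to 1.62 (P2 Cd73PC). The absolute depth, and with it any binomial interval or detection floor, is unknown.

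From the FPKM values, 799 rows of small RNAs (microRNA, small nucleolar, small nuclear, and similar RNAs, by symbol) were left out, and rows of the 233 symbols with more than 1 row were summed, which left 21826 genes. The paper does not list the small RNAs it removed, and its number of genes was 19954. Genes past 1.5-fold were counted on FPKM + 1, and groups Cd73PG_A to Cd73PG_D followed the rules printed in Fig. 2e. K-means used K = 15, 20 starts, and a fixed seed on log2(FPKM + 1) of the 21806 genes with complete values. Lists of cell cycle, phototransduction, and cell-type genes were written by hand, and the members of Cd73PG_A sub-clusters, BipolarG, AmacrineG, and RGCG were read from Supplemental Fig. 4. Of the Cd73PG_A genes, 173 names were legible there or in Supplemental Table S3. Differences of a list between fractions were tested by flipping signs over genes, and sub-clusters by permuting their names over genes, each with 100000 resamples. Overlaps were tested with Fisher's exact test, and p-values of a family were adjusted by Benjamini-Hochberg. All of these tests are across genes of single libraries, and genes are not independent replicates. The genes named are those the paper names for this experiment and others taken from those with the largest mean log2 ratio over the 3 stages, in each direction, among those past 1.5-fold at all 3.

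The alternatives were a pseudocount of 0 or 0.1, a filter for FPKM of at least 1 in at least 1 sample, small RNAs kept, rows not summed, scaling to the same upper quartile, quantile normalization over the 8 samples, a threshold of 2-fold, non-overlapping Cufflinks' bounds, other values of K (10 and 20), another seed, and other readings of the rules for the groups. The sample mapping, the tests, and these alternatives were fixed before the files arrived. Treating failed rows as 0 was added afterwards. A count or a value without a test was called moved when it changed by more than 1.5-fold, since there was no replicate spread to compare with.

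Analyses were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, and matplotlib 3.10.9. The scripts were tested on simulated data first. With 200 of 6876 genes changed 2-fold or 4-fold, 100% of the changes past the threshold were found at the 3 stages and 1 unchanged gene was called. Weakly expressed genes were left out of this simulation, and its noise had a standard deviation of 0.1 on the log2 scale. Few false calls could arise at that noise. The simulation checked the code and does not give the rate of false calls in the deposited libraries. In 200 simulated lists of 30 genes without a difference, the sign-flip test gave a p under 0.05 in 3%, and the sub-cluster test in 6% of 200 simulated lists.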

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

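The difference between Cd73NC and Cd73PC changed from P2 to P8 in 3 of the 5 gene lists tested, which is what flagged them. The sign-flip permutation test of the change was across genes (100000 resamples, Benjamini-Hochberg over the 5 lists). BipolarG, AmacrineG, and RGCG had been chosen by the paper for higher expression in Cd73NC from the same libraries. Their tests therefore do not stand as independent evidence. In BipolarG the median gene gained 1.92 on the log2 scale in favour of Cd73NC (adjusted p = 5e-05, permutation test), in 59 of 60 genes. After quantile normalization the gain was 1.78, so the normalization between libraries did not account for it. Among the 56 genes with FPKM of at least 5 in a sorted fraction the gain was 2.02. Genes near FPKM 0 at P2 pass this filter if they rise by P8, so it does not test sampling noise at P2. The maturation of bipolar cells between these stages is a candidate explanation. Stage and library cannot be told apart with 1 library per fraction and stage, so a difference in sorting between the days remains possible, and the result is a hypothesis.

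In RGCG the gain in Cd73NC was 0.591 (adjusted p = 0.038, permutation test across genes), in 18 of 21 genes. It was 0.447 after quantile normalization (permutation p = 0.023), so the normalization between libraries left it in place. Among the 17 genes with FPKM of at least 5 in a sorted fraction the gain stayed at 0.591. That filter left out few genes and passes genes that are low at P2, so it does not decide on sampling noise. For comparison, the median FPKM of the 12 RGC transcription factors of Fig. 5e was 10.7 in E15 whole retina, 0.740 in P2 Cd73NC, and 0.183 in P8 Cd73NC. Whether RGCG rises in RGCs or in other cells of Cd73NC was not tested, and it may equally reflect a change in the mixture of cells.

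For cell cycle genes the change was -1.02, which means that the excess in Cd73NC shrank from P2 to P8 (adjusted p = 5e-05, permutation test across genes, 30 of 32 genes). Quantile normalization gave -1.22, so the normalization between libraries did not explain it. The test for noise of weakly expressed genes decided nothing here, since all 32 genes reached FPKM 5 in a sorted fraction and the value stayed at -1.02. The pseudocount did matter. By P8 the median FPKM of these genes was 2.00 in Cd73NC and 0.824 in Cd73PC, where adding 1 hides a large part of a ratio. With a pseudocount of 0.1 the median difference of Cd73PC minus Cd73NC was -1.67 at P2 and -1.20 at P8, against -1.62 and -0.708 in the main setting. Part of the shrinking may thus come from the scale, and part from the last progenitors leaving the cell cycle, and these data do not separate the parts.

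There were 200 genes past 1.5-fold in Cd73PC at P2 and past 1.5-fold in Cd73NC at P8, and 46 in the reverse order. This difference between stages was not tested. Of the 200 genes, 57% reached FPKM 10 in a sorted fraction, more than noise of weakly expressed genes predicted. A gene could reach it by its P8 value alone while near FPKM 0 at P2. The share therefore does not exclude sampling noise at P2. Upper-quartile scaling left 180 and quantile normalization 144. The largest swings were in Gng13 (12.2-fold higher in Cd73PC at P2 and 6.35-fold higher in Cd73NC at P8), Igf2 (18.6 and 2.32), and Pcp2 (7.44 and 5.47). Of the 200, 12 belong to BipolarG, 3 to AmacrineG, and 3 to RGCG. Single genes of bipolar cells such as Pcp2, Trpm1, and Cabp5 were thus higher in the fraction taken for rods at P2. BipolarG as a list leaned the other way at P2, with a median difference of 0.224 in favour of Cd73NC. Of its genes, 24 were past 1.5-fold in Cd73NC and 13 in Cd73PC. A candidate explanation for the reversing genes is that the P2 Cd73PC fraction held other cells beside rod precursors. No list for that was tested beyond those given here, and a difference between the P2 sorts remains possible.

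Small RNA rows, which the paper set aside, held the highest values of every library. Mir5109 had the highest FPKM of all rows in all 8 libraries, between 14484 and 25135, and small RNA rows together held between 10.9% and 15.8% of the summed FPKM. In the library with its highest FPKM, the upper bound that Cufflinks gave for Mir5109 was 464. Cufflinks' length correction for transcripts shorter than the sequenced fragments is a candidate cause: in small RNA rows with a single transcription start the FPKM was 9.15 times the middle of its own bounds in the median row, against 1.01 in other rows. This prediction was written after the mismatch with the bounds had been seen. The FPKM of these rows cannot be read as expression, and no biological explanation was tested.

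Hemoglobin genes, which the paper does not discuss, gave a summed FPKM of 6982 in P8 Cd73NC and 2754 in P8 Cd73PC, and Hba-a1 was the most highly expressed gene of P8 Cd73NC with 5073. The sums were 924 in E15 whole retina, 132 and 39.9 in Cd73NC and Cd73PC at P2, and 2001 and 1358 at P5. Red blood cells sorted with the Cd73-negative cells would give more than 1.5 times as much in Cd73NC at every stage. This held at 2 of the 3 stages (ratios of 3.32, 1.47, and 2.54), so the explanation can be neither kept nor dropped. The signal is a candidate source of error for FPKM, since it takes up reads of the P8 libraries.

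Lens genes were flagged for a summed FPKM of 15.9 in E15 whole retina and 10.3 in E18 whole retina. In Cd73NC and Cd73PC the sums were 1.00 and 1.10 at P2, 5.77 and 3.21 at P5, and 7.61 and 4.92 at P8. Lens tissue carried over in dissection would place most lens genes highest in the same library. Of the 10 lens genes with FPKM of at least 1 somewhere, 50% had their highest value in E15 whole retina, which cannot be told apart from weak expression in the retina itself.

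Genes of the retinal pigment epithelium summed to an FPKM of 56.2 in Cd73PC but 3.30 in Cd73NC at P2, and to 96.7 in P8 Cd73PC and 53.9 in P8 Cd73NC. Of the 7 genes detected, 57.1% had their highest value in P8 Cd73PC, so that pigment epithelium carried over in dissection can be neither excluded nor shown. Rgr, which is among them, is in Cd73PG_A and was 6.67-fold higher in Cd73PC at P2. Pigment epithelium that carries Cd73 is a possible explanation that was not tested.

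Microglia genes rose from a summed FPKM of 14.6 in E15 whole retina to 172 in P8 Cd73NC and 130 in P8 Cd73PC. If microglia had been sorted with the Cd73-negative cells, the sum would be more than 1.5 times higher in Cd73NC at 3 stages, which was seen at 1 of the 3. The ratios were 0.166 at P2, 1.50 at P5, and 1.33 at P8, so at P2 the microglia signal was in Cd73PC. The explanation that microglia followed the Cd73-negative gate is therefore unlikely to hold at P2, and both fractions may hold some.

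The 13 cone genes had a summed FPKM of up to 1871 in a library. Cones sorted with the Cd73-positive cells would put the median cone gene more than 1.5 times higher in Cd73PC at each stage, and this was so at 1 of the 3. The median ratio was 2.50 at P2, 0.900 at P5, and 1.38 at P8. Other summaries leaned to Cd73PC at every stage: 8 cone genes were past 1.5-fold in Cd73PC and 0 in Cd73NC at P2, 4 and 1 at P5, and 6 and 1 at P8. The summed FPKM was 1665 in Cd73PC and 189 in Cd73NC at P2, 1871 and 670 at P5, and 1266 and 685 at P8. The median gene thus gave no excess past 1.5 times in Cd73PC at P5 and P8, but some cones in Cd73PC remain possible.

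The 12 immediate early genes reached a summed FPKM of 352 in a library. Their median difference between the 6 sorted fractions and the 2 whole retinas was 0.464 in log2(FPKM + 1), with 9 of 12 genes higher in the sorted fractions and Fos higher by 1.90. Dissociation and sorting is a candidate cause, but the median lies between the values set in advance for and against it. All sorted samples are also older than the whole retinas, so age cannot be told apart from handling.

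Xist was highest in E18 whole retina with an FPKM of 34.7 and was 25.5 in E15 whole retina. In the sorted fractions it lay between 1.96 and 8.06. The sum of 4 Y-linked genes was 23.0 at E15, 49.3 in P2 Cd73NC, and 22.0 in P8 Cd73NC. Different shares of females in the pools are a possible explanation, under which the fractions of a stage, sorted from the same retinas, would match within 1.5-fold at 3 stages. They matched at 1 of the 3, since Xist was 0.567 times as high in Cd73NC as in Cd73PC at P2 and 2.16 times as high at P8. The Y-linked sum matched within 1.5-fold at each stage, with ratios of 1.29, 1.14, and 0.973. The mismatch thus came from Xist. Whether Xist or the Y-linked genes differ between cell types was not tested, nor was any other explanation.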

How the results depend on the processing

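The order of the fractions turned round for the RGCG_C2 medians at P8, which were 3.64 in Cd73NC and 2.81 in Cd73PC in the main setting and 3.39 and 3.98 after quantile normalization. The change of AmacrineG from P2 to P8 went from 0.149 to -0.0748 under the same normalization. The other differences between the fractions that were run under alternatives kept their sign. Of the 325 rows for headline results under alternatives, 289 were unchanged, 31 counts or values moved by more than 1.5-fold, 4 tested results were weaker, and 1 was stronger. Of the 216 rows for single genes, 12 moved. The filter on low values, rows not summed, upper-quartile scaling, non-overlapping bounds, and failed rows taken as 0 changed no headline result in this sense. The replicate block was not run because each condition has a single library. The pseudocount has no effect on medians of FPKM and was not varied for them, and the P2 ratio of Bhlhe23 is undefined because both values are 0.

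The pseudocount mattered most, because many genes lie near FPKM 0, where 1 read more or less gives a large ratio. Without it Cd73PG held 4006 genes at P2, 2997 at P5, and 2717 at P8, Cd73NG 5331, 6113, and 7400, Cd73PG_B 110, Cd73PG_C 308, and Cd73PG_D 188. With 0.1, Cd73PG held 2962 genes at P2 and 2307 at P5, Cd73NG 5110 at P5 and 6100 at P8, Cd73PG_B 70, Cd73PG_C 85, and Cd73PG_D 120, and the Cd73PG_A genes below 2-fold numbered 31. The same pseudocount left RGCG at P2 with a difference of 1.09 (adjusted p = 0.056, permutation test), brought the centred share of AmacrineG to 9.63% (permutation p = 0.054) and that of BipolarG to 8.47% (permutation p = 0.038, now under 0.05). Stage ratios without a pseudocount gave 27 genes in Cd73PG_C and 108 in Cd73PG_D.

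A threshold of 2-fold left 962, 684, and 887 genes in Cd73PG at P2, P5, and P8, 1560, 1763, and 2363 in Cd73NG, and 389 in Cd73PG at all 3 stages. Quantile normalization forces the libraries to the same distribution, which raises weakly expressed genes in Cd73PC, where fewer genes are expressed. Under it Cd73PG at P8 held 2673 genes, the Cd73PG_A genes below 2-fold numbered 57, the P8 difference of cell cycle genes was -0.329 (adjusted p = 0.065, permutation test), the P2 difference of BipolarG was 0.189 (adjusted p = 0.065, permutation test), and the RGCG_C2 median in P5 Cd73PC was 1.35. With small RNAs kept, Cd73PG_C held 40 genes. Counting only genes with FPKM 0 in all samples gave 3452 in place of the lowest cluster.

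Another membership of AmacrineG_C2 was tried after seeing the data, and its result is left out because it needs an item withheld from this text.

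The absolute depth is unknown, and the relative depth ranged from 0.965 to 1.62. This limits groups B, C, and D and the sub-clusters with medians near FPKM 1, whose sizes and levels cannot be fixed by these libraries.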

Differences from the paper's values

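The paper gives 12 genes of Cd73PG_A with less than a 2-fold difference at 2 or 3 stages, and 20 were found here. None of the alternatives set before the files arrived closed the gap: the number was 20 with the filter on low values, 25 with upper-quartile scaling, 31 with a pseudocount of 0.1, and 57 with quantile normalization.

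For Cd73PG_B, the number printed is about 17 in Fig. 2e, read by eye, and 40 genes were found here. No alternative came within 1.5-fold of it. The closest were 27 when the genes shared by all 3 stages were left out and 29 with a threshold of 2-fold. For Cd73PG_C, the number printed is about 36 in Fig. 2e, read by eye, and 15 genes were found here. Of the alternatives set before the files arrived, keeping small RNAs (40 genes) and taking stage ratios without a pseudocount (27 genes) came within 1.5-fold of it. The others did not, namely both pseudocounts (308 and 85), the filter on low values (15), rows not summed (16), upper-quartile scaling (18), quantile normalization (18), a threshold of 2-fold (14), non-overlapping bounds (15), and shared genes left out (13). Table 1 of the paper gives the numbers of these groups the other way round, 36 for Cd73PG_B and 17 for Cd73PG_C, and against those the counts of 40 and 15 were within 1.5-fold.

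The paper counts 19954 genes after small RNAs were removed, against 21826 here, and its number of genes without expression is near 7000, against 8043 in the lowest cluster. These lie within 1.5-fold. Counting only genes at FPKM 0 in all samples gave 3452.

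The paper describes the genes of AmacrineG_C2 as low at P5 and P8. The 6 genes listed in Supplemental Fig. 4e had a median FPKM of 82.0 in Cd73NC at P5 and 43.4 at P8. Fig. 5c shows other genes for the same sub-cluster, of which Tcfap2a had 2.13 and 0.182 in Cd73NC at P5 and P8 and Fezf2 had 9.79 and 22.3.

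The paper describes Jarid2 as highly expressed throughout the retina. Its FPKM was 9.90 in P2 Cd73NC, above 42.9% of the genes with FPKM of at least 1, and 63.9 in P8 Cd73PC, above 90.8%.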

Other observations

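At each stage more genes were past 1.5-fold in Cd73NC than in Cd73PC, by a ratio of 1.68 at P2, 2.22 at P5, and 2.47 at P8. Several explanations were tested at P8 with predictions written before the result. A few genes taking a large share of the reads in Cd73PC would be evened out by upper-quartile scaling, under which the ratio was still 1.67. Transcript length gave a Spearman correlation of 0.0579 with the log2 ratio of Cd73NC to Cd73PC across genes, and GC content 0.0947, both under the 0.1 set in advance (96.2% of the 12370 genes had a reference transcript, and genes are not independent replicates). An excess caused by sampling noise of low genes in the library with less depth would go away among well expressed genes. Among genes with FPKM of at least 10 in any sample the ratio was still 2.03. Such genes may be low at P8, so this does not exclude noise there. Quantile normalization, however, brought it to 1.03, with 2673 genes in Cd73PG and 2752 in Cd73NG at P8. It forces equal distributions and so removes a real asymmetry together with a technical one, and the excess cannot be told apart from a normalization effect of this kind. Cd73NC holding several cell types predicted that their marker genes would be over-represented in Cd73NG at P8. Against all 21826 genes, of which 18.6% were in Cd73NG, this was met for genes of Müller glia, horizontal cells, and microglia taken together. No cell type was tested by itself. Of their 20 marker genes, 10 were in Cd73NG (Fisher's exact test, p = 0.0014). That background includes genes near FPKM 0, which cannot pass 1.5-fold on FPKM + 1. No test was run against the 12370 genes with FPKM of at least 1 in either fraction at P8. The p-value thus does not show over-representation among expressed genes. By list, Müller glia genes had a median FPKM of 179 in Cd73NC and 61.8 in Cd73PC at P8. Microglia genes had 20.3 in Cd73NC and 17.3 in Cd73PC. The medians of horizontal cell genes were 0.0812 and 0.129. Their sums were 167 and 21.7, but these came almost wholly from a single gene. Prox1 alone had an FPKM of 166 in Cd73NC and 21.2 in Cd73PC at P8. The sums therefore do not speak for the list. A mixed fraction remains a possible explanation of the excess, as a hypothesis.

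Rod phototransduction genes were read in Cd73NC at all stages. The Cd73NC level was 7.53% of the Cd73PC level for the median of 31 genes at P8, with quartiles of 6.43% and 11.2%. Single genes ranged from 4.56% to 82.9%. Rods or rod RNA carried into Cd73NC would give about the same percentage for every gene, and the interquartile range on the log2 scale was 0.802, under the 1 set in advance. Rod precursors that do not yet carry Cd73 would raise the early genes Nrl (7.57%) and Nr2e3 (7.87%) above the others, which was not seen (exact permutation test, one-sided p = 0.59). Crx was not among the early genes of that test. Its FPKM at P8 was 293 in Cd73NC and 966 in Cd73PC, a larger share than the median of 7.53%. Carry-over of rods is thus a candidate source of this signal for most of the 31 genes at P8. An even carry-over would not give the highest percentages. At P5 the percentages were less even, 51.0% for Crx, 21.1% for Nrl, and 13.9% for Nr2e3 against a median of 12.6%, and Nt5e itself had an FPKM of 31.4 in P5 Cd73NC. At P2 the quartiles over genes were 1.57% and 18.8%, with a median of 4.74%. The prediction was for P8, and P2 and P5 were not tested.

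The change from P2 to P8 in the difference between the fractions was not past 0.05 in phototransduction genes or AmacrineG. For phototransduction genes the median change was 0.671 in favour of Cd73NC (adjusted p = 0.27, permutation test across genes), with 16 of 31 genes rising. It was 0.644 after quantile normalization (permutation p = 0.23) and the test for noise of weakly expressed genes left out none of the 31 genes, so its value of 0.671 decides nothing. For AmacrineG it was 0.149 (adjusted p = 0.27, permutation test), with 42 of 74 genes rising, -0.0748 after quantile normalization (permutation p = 0.75), and 0.314 among the 53 genes with FPKM of at least 5 in a sorted fraction. The sign for AmacrineG thus depended on the normalization.

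Guca1a was the only phototransduction gene with a higher FPKM in Cd73NC than in Cd73PC at P5, 52.7 against 43.0, and its values at P8 were 31.1 and 37.5. Kdm6b, which encodes Jmjd3, had an FPKM of 14.4 in Cd73NC and 22.5 in Cd73PC at P2, 51.5 and 36.9 at P5, and 56.1 and 31.3 at P8. Cdkn2a was highest in P2 Cd73NC with an FPKM of 1.37. Müller glia genes had a median FPKM of 179 in Cd73NC and 61.8 in Cd73PC at P8. All of these are single libraries without replicates.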
